# Terminal uridyltransferase 7 regulates TLR4-triggered inflammation by controlling Regnase-1 mRNA uridylation and degradation

**DOI:** 10.1038/s41467-021-24177-7

**Published:** 2021-06-29

**Authors:** Chia-Ching Lin, Yi-Ru Shen, Chi-Chih Chang, Xiang-Yi Guo, Yun-Yun Young, Ting-Yu Lai, I-Shing Yu, Chih-Yuan Lee, Tsung-Hsien Chuang, Hsin-Yue Tsai, Li-Chung Hsu

**Keywords:** Cytokines, Innate immunity, RNA decay, RNA quality control

## Abstract

Different levels of regulatory mechanisms, including posttranscriptional regulation, are needed to elaborately regulate inflammatory responses to prevent harmful effects. Terminal uridyltransferase 7 (TUT7) controls RNA stability by adding uridines to its 3′ ends, but its function in innate immune response remains obscure. Here we reveal that TLR4 activation induces TUT7, which in turn selectively regulates the production of a subset of cytokines, including Interleukin 6 (IL-6). TUT7 regulates IL-6 expression by controlling ribonuclease Regnase-1 mRNA (encoded by *Zc3h12a* gene) stability. Mechanistically, TLR4 activation causes TUT7 to bind directly to the stem-loop structure on *Zc3h12a* 3′-UTR, thereby promotes *Zc3h12a* uridylation and degradation. *Zc3h12a* from LPS-treated TUT7-sufficient macrophages possesses increased oligo-uridylated ends with shorter poly(A) tails, whereas oligo-uridylated *Zc3h12a* is significantly reduced in *Tut7*^-/-^ cells after TLR4 activation. Together, our findings reveal the functional role of TUT7 in sculpting TLR4-driven responses by modulating mRNA stability of a selected set of inflammatory mediators.

## Abstract (web summary)

Terminal uridyltransferase 7 (TUT7) adds U-tails on diverse RNAs to promote degradation. Here the authors show that TUT7 is induced upon LPS treatment in macrophages and promotes decay of Regnase-1, thereby regulating the expression of a subset of cytokines, including IL-6.

## Introduction

Inflammatory cytokines and chemokines are mediators of inflammation in the innate arm of immunity. Innate cells produce inflammatory cytokines and chemokines rapidly upon infection or tissue injury through an array of pattern-recognition receptors (PRRs)^1^. Inappropriate expression of inflammatory cytokines dysregulates inflammation, causing numerous disorders, including inflammatory and autoimmune diseases. Therefore, orchestrating the expression of inflammatory cytokines for an effective inflammatory response without harmful immunopathology is an important issue.

Recognition of conserved pathogen-associated molecular patterns (PAMPs) on microorganisms and damage-associated molecular patterns (DAMPs) released from stressed or injured cells by PRRs initiates pro-inflammatory cytokine responses and coordinates adaptive immune responses^2^. Amongst all PRR families, Toll-like receptors (TLRs) are the most well-characterized and they play an important role in innate immune responses^2^. TLR4 recognizes lipopolysaccharides (LPS) on Gram-negative bacteria^3^. Upon engagement with its ligand, TLR4 recruits Myeloid differentiated primary response gene-88 (MyD88) and Toll/IL-1 receptor domain-containing adapter-inducing IFNβ (TRIF) to activate inhibitor of transcription factors NF-κB kinase (IKK)/NF-κB and TANK-binding kinase 1 (TBK1)/interferon regulatory factor 3 (IRF3) for the production of pro-inflammatory cytokines/chemokines and type I interferons, respectively^4,5^. Inflammatory responses induced by TLRs or other PRRs are controlled by layers of regulatory mechanisms including: modulation of signaling transduction, posttranscriptional regulation (PTR), and posttranslational modification (PTM)^6,7^. PTR which includes RNA splicing, editing, and decay, is a quick and effective way to control the quantity of mRNA^2,8–10^. The role of PTR in regulation of PRR-triggered inflammatory response has come to light as of late.

Many PRR-triggered cytokine mRNAs have short half-lives which allows rapid control of cytokine production^6^. Cytokine mRNAs are subject to various regulatory cis-elements in their 3′-UTRs, such as microRNA (miRNA) target sites, AU-rich elements (AREs), and stem-loop structures. Many RNA-binding proteins (RBPs), including Regnase-1^11^, Arid5a^12^, Tristetraprolin (TTP)^13^, and AU-rich element RNA-binding protein 1 (AUF-1)^14^, specifically bind regulatory RNA cis-elements to control the stability of cytokine mRNAs. TTP and AUF1 recognize AREs in the 3′-UTR of numerous cytokines, including tumor necrosis factor (TNF) and IL-6, to initiate their decay^13,14^. The ribonuclease (RNase) Regnase-1 (also called Mcpip1 encoded by the *Zc3h12a* gene) modulates IL-6 mRNA stability when macrophages are activated by LPS or IL-1β^15^. Mechanistic studies revealed that Regnase-1 targets the stem-loop structure on *Il6* 3′-UTR and cleaves *Il6* mRNA through cooperation with RNA helicase protein, UPF1^11,16^. On the other hand, stimulation with LPS and cytokines also enhances the expression of Arid5a. The presence of Arid5a impedes Regnase-1 binding to *Il6* 3′-UTR thereby stabilizes *Il6* mRNA^12^. Therefore, it appears that regulation of spatiotemporal expression of RBPs can fine tune the quantity of cytokine mRNAs during inflammation.

Recent studies show that modification of RNAs on their 3′ ends by non-templated nucleotide addition is an evolutionary conserved mechanism for the control of RNA stability and its fate^17^. Among the known template-independent RNA 3′ terminal modifications, polyadenylation and uridylation are the two most studied mechanisms^18^. Uridylation is catalyzed by terminal uridyltransferases (TUTs). TUTs belong to a family of non-canonical poly(A) polymerases. Their function in RNA processing is evolutionally conserved from *Schizosaccharomyces pombe* to human^19^. TUT4 (also known as ZCCHC11) and TUT7 (also named ZCCHC6) are primarily responsible for cytoplasmic 3′ uridylation^20,21^ of various RNAs, including precursor microRNAs (pre-miRNAs)^22,23^, mature miRNAs^24^, histone mRNAs^25,26^, cellular mRNAs^20^, noncoding RNAs^27^, and viral RNAs^28^ in mammalian cells. Catalytic activities of TUT4/7 can mono-uridylate or oligo-uridylate pre-miRNA resulting in biogenesis or degradation of miRNAs, respectively^21,23^. TUT4/7 are also known to trigger oligo-uridylation of poly(A)-tail-lacking histone mRNA at the end of S phase of a cell cycle to enhance its degradation^25,26,29^. Recently, TAIL-seq analysis revealed that TUT4 and TUT7 uridylate mRNAs with short poly(A) tails, leading to 5′-to-3′ or 3′-to-5′ mRNA degradation by recruiting deadenylases, decapping enzymes, and exonucleases^20,30,31^. These studies indicate that oligo-uridylation is associated with RNA degradation, but how TUT4/7 uridylate RNAs remains unknown.

TUTs are recently shown to modulate inflammatory responses in mammalian cells. TUT4 uridylates and degrades IL-6-targeting miR-26a/b, leading to control of the quantity of *Il6* mRNA in A549 cells following TNF treatment^24^. TUT7 is also known to modulate miR-26b uridylation and stability in IL-1β-stimulated chondrocytes through which positively regulates IL-6 expression^32^. A recent report revealed that TUT7 impedes the expression of a specific set of pro-inflammatory cytokines (including IL-6) in mice after challenge with *Streptococcus pneumonia*^33^. It is thus evident from in vitro and in vivo studies that TUT7 modulates inflammatory response. However, it remains an interesting question whether TUT7 can modulate inflammation by direct targeting mRNAs.

In this study, we reveal that TLR4 activation in macrophages upregulates TUT7 expression and TUT7 selectively regulates the expression of a subset of inflammatory cytokines. Both in vitro and in vivo studies show that TUT7 is critical for IL-6 and IL-12p40 upon LPS challenge and it is dependent on its nucleotidyltransferase activity. We further demonstrate that TUT7 directly controls *Zc3h12a* mRNA decay by uridylating its 3′ end, which subsequently prevents Regnase-1 from degrading *Il6*. Interestingly, *Zc3h12a* isolated from LPS-treated TUT7-sufficient bone marrow-derived macrophages (BMDMs) contains increased oligo-uridines (≥2 U) with short poly(A) tails at its 3′ end, whereas reduced oligo-uridylation is found in *Zc3h12a* transcripts from TUT7-deficient cells after the same treatment. Together, our results demonstrate that TUT7 functions as a regulator in TLR4-driven inflammatory responses by mediating uridylation of and thus destabilizing the mRNAs of inflammatory mediators including *Zc3h12a*.

## Results

### TUT7 regulates cytokine production in macrophage response to LPS

TUTs possess the ability to uridylate small RNAs and/or mRNAs, thereby regulates their stability^17,21,29^. Transcriptome analysis of GEO Datasets (GDS5623) obtained from the National Center for Biotechnology Information shows that TUT7 is upregulated in both BMDMs and RAW 264.7 macrophages upon LPS stimulation (https://www.ncbi.nlm.nih.gov/sites/GDSbrowser?acc=GDS5623). We discovered that LPS treatment dramatically increased TUT7 expression in BMDMs (Fig. 1a). LPS-induced TUT7 expression required the activities of IKK and p38 Mitogen-activated protein kinase (MAPK), whereas suppression of JNK and ERK MAPKs had no effect on TUT7 expression (Supplementary Fig. 1a). In addition, other TLR agonizts, including Pam_3_CSK_4_ (TLR1/2), poly(I:C) (TLR3), R848 (TLR7/8) and CpG-1826 (TLR9) induced moderate levels of TUT7 expression (Supplementary Fig. 1b). IKK, but not JNK, activation was required for Pam_3_CSK_4_- and R848-triggered TUT7 expression (Supplementary Fig. 1c).

**Fig. 1:**
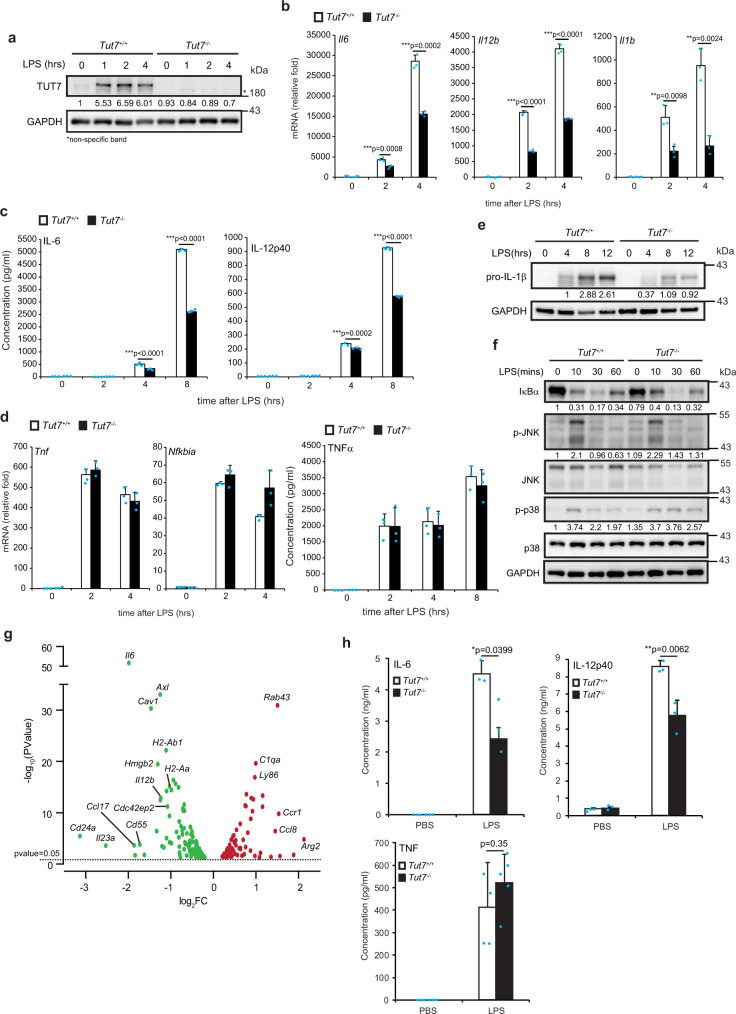
TUT7 deficiency alters gene expression profile in BMDM response to LPS. **a**–**f** BMDMs from wild-type (*Tut7*^*+/+*^) and *Tut7*^−/−^ mice were incubated with 100 ng/ml LPS for indicated times. TUT7 protein expression was analyzed by immunoblotting (**a**). *Il6, Il12b,* and *Il1b* mRNA expression was determined by RT-qPCR (**b**, **d**). The levels of indicated inflammatory cytokines in cultural media were analyzed by ELISA (**c**, **d**). The levels of pro-IL-1β, IκBα, and phosphorylation of MAP kinases were analyzed by immunoblotting (**e**, **f**). **g** Volcano plot of the changes of innate immune-related gene expressions in *Tut7*^−/−^ BMDMs after 4 h treatment with 100 ng/ml LPS against wild-type BMDMs. The transcriptome of BMDMs from wild-type and *Tut7*^−/−^ was compared to baseline. The *x*-axis indicates the logarithm of *p* values to the base 2 of the fold-change (FC) and the *y*-axis reveals the negative logarithm of that to the base 10. Black horizontal dash line indicates significance at 5% criteria (*p* value = 0.05). log_2_FC > +0.2 and log_2_FC < −0.2 indicate increase of transcript levels by >20% and decreased by >20%, respectively. Green and red dots denote transcripts related to innate immune responses that were significantly lower (*n* = 111) and higher (*n* = 68) in response to LPS, respectively. The innate immune-related genes that are significantly differentially expressed are listed in Supplementary Tables 2, 3. **h** 8-week-old mice were injected intraperitoneally with LPS (50 μg/kg). Whole blood was collected 2 h after LPS challenge, and the concentrations of IL-6, IL-12p40, and TNF in sera were determined by ELISA. Data (except **g**) presented are representative of three independent experiments with triplicates in each experiment (error bars, mean ± S.D.). The *p* values were obtained from two-tailed Student’s *t* test and are shown in the figure if *p* < 0.05. Source data are provided as a Source Data file.

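LPS changed 7822 genes over baseline in *Tut7*-/- BMDMs at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3999 higher and 3823 lower, with all 11501 genes of the model tested. Of 20 cytokines 19 rose and none fell, of 20 chemokine ligands 19 rose and 1 fell, of 18 NF-κB pathway genes 17 rose and none fell, and all 35 interferon-induced genes rose. These lists also moved as sets by camera with a preset correlation. With an estimated correlation the cytokine (adjusted p = 0.02) and interferon (0.0066) calls held, while the chemokine and NF-κB calls did not (adjusted p = 0.059 with an estimated correlation for each).
The change from baseline itself differed between the genotypes for 517 genes, 467 with a higher and 50 with a lower log2 change in *Tut7*-/- than in wild-type BMDMs. The adhesion molecule *Vcam1* went from 0.659 to 272 CPM with LPS in wild-type and from 4.15 to 191 CPM in *Tut7*-/- BMDMs, a difference of −3.18 on the log2 scale (standard error 0.452, adjusted p = 0.0055). The small GTPase gene *Rhob* went from 96.9 to 170 CPM in wild-type and from 163 to 35.7 CPM in *Tut7*-/- BMDMs, a difference of −3.00 (standard error 0.289, adjusted p = 0.00037). Of 35 interferon-induced genes, 5 had a higher change in *Tut7*-/- cells and none a lower one (6 and 1 when adjusted over the list alone), and the list was not called as a set (camera, adjusted p = 0.66). Among the 5, *Ifi44*, was at 6.27 CPM in untreated wild-type and 1.42 CPM in untreated *Tut7*-/- cells and at 336 and 276 CPM after LPS. These 5 calls were lost with a correction for transcript length and GC content, while *Vcam1* and *Rhob* kept theirs. *Vcam1* did not pass without LPS-treated wild-type replicate 1 (adjusted p = 0.074, the highest of its 16 alternatives) or replicate 2 (0.068), and *Rhob* passed in all 17 alternatives.
The number of genes whose change differed was 2 without untreated wild-type replicate 1, 76 without its replicate 2, and 1 without either LPS-treated wild-type library. It was 740 without untreated *Tut7*-/- replicate 1, 3460 without its replicate 2, 3 without LPS-treated *Tut7*-/- replicate 1 and 52 without its replicate 2. DESeq2's size factors gave 190 higher and 51 lower and moved the median difference of all tested genes by −0.15, and the length and GC correction, chosen after the data were seen, gave 141 higher and 151 lower. Scaling by library size gave 2853 genes higher and 5377 lower with LPS in *Tut7*-/- BMDMs and moved the median log2 fold change of all tested genes by −0.56.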

To assess the role of TUT7 in TLR4-driven inflammatory response, we knocked down its expression in murine RAW 264.7 macrophages by lentivirus-mediated shRNA transduction. Silencing *Tut7* in RAW 264.7 macrophages significantly decreased *Il6*, *Il12b*, and *Il1b* mRNA, and cytosolic pro-IL-1β, and IL-6 and IL-12p40, but not *Tnf* and *Nfkbia* mRNA or TNF protein expression upon LPS challenge (Supplementary Fig. 1d–h). Nevertheless, LPS-induced IκBα degradation, activation of MAPKs JNK and p38, and nuclear translocation of IRF3 were comparable in control and TUT7-silenced cells (Supplementary Fig. 1i, j). These results suggest a regulatory role for TUT7 in TLR4-mediated immune response.

We generated *Tut7*^−/−^ mice using the clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 system (Supplementary Fig. 2 and Supplementary Table 1). Results in Fig. 1b showed that TUT7 deficiency decreased the levels of *Il6*, *Il12b*, and *Il1b* mRNA and proteins (Fig. 1b, c, e) but not *Tnf* and *Nfkbia* mRNA or TNF protein in BMDMs response to LPS (Fig. 1d). Neither did TUT7 deficiency affect LPS-induced activation of IKK and MAPKs (Fig. 1f).

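Total RNA from bone marrow-derived macrophages (BMDMs) of wild-type and *Tut7*-/- mice, left untreated or treated with LPS at 100 ng/ml for 4 h, was sequenced in 8 libraries, with 2 libraries for each of the 4 groups. The sample labels give C57BL/6 males of 7 weeks. Poly(A) RNA was read in pairs of 75 nt, and the authors mapped the reads to mouse RefSeq RNA of mm10 with FANSe3 and counted them per gene. The deposited table gives read counts and RPKM for each of 24539 gene symbols, and the counts were analysed here.
*Tut7*, listed under its older symbol *Zcchc6*, lies on chromosome 13 of mm10 from 59771876 to 59823169. It had 427 and 615 counts in the untreated wild-type libraries and 1162 and 716 in the LPS-treated ones. In the *Tut7*-/- libraries it had 17 and 23 counts without LPS and 18 and 19 with LPS. After LPS, its log2 fold change in *Tut7*-/- against wild-type BMDMs was −6.48 (standard error 0.27, adjusted p = 2.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Etohd2*, a transcript named here after its values were seen, runs antisense across the 3′ end of *Tut7*, and the strand used for counting is not given in the sources used here. It was lower in the same comparison by a log2 fold change of −3.74 (standard error 0.321, adjusted p = 2.5e-05 from the same test).
The libraries held 6627533 and 7838699 counts for untreated wild-type, 5922777 and 3767900 for LPS-treated wild-type, 7774222 and 9025504 for untreated *Tut7*-/- and 8094190 and 9394632 for LPS-treated *Tut7*-/- BMDMs. Counts were normalized by TMM, and the 11501 genes that passed edgeR's filter on low counts were tested with all 4 groups in 1 model. Levels are given as CPM, each gene's counts scaled to a common library size after TMM, with the SD over 2 libraries. When 100 genes were changed by 1 log2 unit in simulated libraries of this depth, the test called 47 of them, and it called 100 of 100 at 2 log2 units. These genes were drawn only from those above a minimum CPM in LPS-treated wild-type cells, so genes at low levels are not covered. The simulated libraries also lacked the gene-wise part of the spread and trends shared across genes. The labels do not say whether the 2 libraries of a group came from separate mice or cultures, so each p measures the spread between these libraries, which may be technical. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.33.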

RNA Sequencing (RNA-Seq) was applied to further assess the effect of TUT7 in global gene expression during TLR4 activation. 

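LPS changed the expression of 6598 genes in wild-type BMDMs at an adjusted p under 0.05, 3107 of them higher and 3491 lower. All 20 tested cytokines on a list fixed before the data were examined rose, all 35 genes induced by type I interferon rose, and all 18 genes of the NF-κB pathway rose. Of 20 chemokine ligands, 18 rose and 1 fell (19 and 1 when adjusted over the list alone). The inflammatory cytokine *Il1b* rose from 11.9 to 5400 CPM, a log2 fold change of 8.82 (standard error 0.21, adjusted p = 4.7e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The chemokine *Cxcl10* went from 9.68 to 14600 CPM, a log2 fold change of 10.56 (standard error 0.2, adjusted p = 2.2e-12). *Tnfaip3*, a feedback inhibitor of NF-κB, had a log2 fold change of 7.09, and the interferon-induced *Ifit1* had 7.57. Of 32 genes of DNA replication and mitosis, 22 fell and 6 rose, and the replication factor *Mcm7* had a log2 fold change of −3.65. As sets, the cytokine, chemokine, interferon and NF-κB lists moved more than other genes by camera with a preset correlation, and these calls held with an estimated correlation. For the replication and mitosis list, adjusted p = 0.41 with an estimated correlation.
At the thresholds of the Fig. 1g legend (unadjusted p under 0.05 and absolute log2 fold change over 0.2), 7094 genes changed with LPS in wild-type BMDMs. Among these, 1151 (16.2%) also differed between LPS-treated *Tut7*-/- and wild-type BMDMs, 643 higher and 508 lower in *Tut7*-/- cells. Genes that LPS raised were lower in *Tut7*-/- cells in 449 cases and higher in 154, and genes that LPS lowered were lower in 59 and higher in 489. Of the 1151 genes, 127 passed an adjusted p under 0.05 for genotype.
Both comparisons share the LPS-treated wild-type libraries, whose error alone would favour opposite directions of the 2 effects. Simulated data with an unchanged genotype gave a mean of 381 such genes (353 to 416 in 20 simulations). The simulations drew each gene independently, without trends shared across genes or the gene-wise part of the spread, and did not count directions. If the 1480 genes that differed by genotype at these thresholds were independent of the LPS-changed genes, 913 would be in both sets, against 1151 here. The number was 619 without LPS-treated wild-type replicate 1, 661 without its replicate 2, and 527 without LPS-treated *Tut7*-/- replicate 2. It was 2309 in fits of only the 4 libraries of each comparison, 2322 with the exact test of edgeR, and 1728 in a fit without the untreated *Tut7*-/- libraries, which was chosen after the data were seen. With DESeq2's size factors, 428 of 1133 such genes were higher and 705 lower in *Tut7*-/- cells. Scaling by library size gave 1755 genes higher and 6595 lower with LPS in wild-type BMDMs at an adjusted p under 0.05 and moved the median log2 fold change of all tested genes by −0.83 (0.12 with DESeq2's size factors).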

Surprisingly, TUT7-modulated 352 out of a total 7637 of LPS-induced genes. 

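After LPS, several genes of the inflammatory response were lower in *Tut7*-/- than in wild-type BMDMs. The neutrophil-attracting chemokines *Cxcl1*, *Cxcl3* and *Cxcl2* fell most clearly, with *Cxcl1* at 12.4 ± 0.198 against 114 ± 11.4 CPM (SD, 2 libraries each). Their log2 fold changes were −3.21 (standard error 0.257, adjusted p = 2.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −2.38 (standard error 0.2) and −1.96 (standard error 0.23, adjusted p = 0.00065). Of 20 chemokine ligands, 4 were lower and none was higher (7 lower and 3 higher when adjusted over the list alone), the fourth being *Ccl22* at −1.52. Of 20 cytokines, 3 were lower and none was higher (10 lower and 1 higher when adjusted over the list alone), among them *Il1a* at −1.17 (adjusted p = 0.044). Of 11 mRNAs listed as Regnase-1 targets, 3 were lower (7 when adjusted over the list alone), and all 3 are also on the cytokine or chemokine list. Of 10 dendritic cell markers, 2 were lower (5 when adjusted over the list alone), *Ccl22* and *Cd24a*, and both are also named elsewhere as a chemokine and a CD marker.
By camera with a preset correlation, 11 of 29 lists differed, and 4 did with an estimated correlation, namely cytokines (adjusted p = 0.024), Regnase-1 targets (0.045), dendritic cell markers (0.04) and stromal markers (0.0075). The chemokine list was not called in that form (adjusted p = 0.15 with an estimated correlation). The stromal markers, which stand for fibroblasts and marrow stroma, were lower in 7 of 12 tested members (9 when adjusted over the list alone), with *Acta2* at −3.48 and *Col1a2* at −2.44. The 7 include *Cav1*, which went from 4.51 to 633 CPM with LPS in wild-type cells and so does not stand for stromal content alone.
Other parts of the LPS response were not called different by the same test. None of 35 interferon-induced genes passed an adjusted p under 0.05, whether adjusted over all genes or over the list alone, while 1 was higher at an unadjusted p under 0.05, DESeq2 called none, limma on log2(RPKM + 1) called none, and the exact test of edgeR called 1 higher and 5 lower. None of 18 NF-κB pathway genes passed, with 2 lower at an unadjusted p under 0.05, none called by DESeq2 or by limma, and 1 higher and 8 lower in the exact test. As a set the NF-κB list was lower with the preset correlation, but not in the other form (adjusted p = 0.3 with an estimated correlation). None of 7 MHC class II genes passed over all genes, 5 were lower when adjusted over the list alone and at an unadjusted p under 0.05, DESeq2 called 4 lower, limma 3 and the exact test 6. As a set the MHC class II list was lower with the preset correlation (adjusted p = 0.16 with an estimated correlation).
Over all genes, 161 differed, with 72 higher and 89 lower in *Tut7*-/- BMDMs. DESeq2's size factors gave 54 higher and 138 lower, and DESeq2's own test gave 278 genes. A fit of only the 4 LPS-treated libraries gave 1714 genes, and edgeR's exact test on them 1825. Of 2 fits chosen after the data were seen, leaving out the untreated *Tut7*-/- libraries gave 716 and the length and GC correction 517. Among 154 tested genes of 9 immune lists, joined after the data were seen, 29 were lower and 12 higher at the thresholds of the Fig. 1g legend. At an adjusted p under 0.05, 7 of them were lower and 1 was higher (23 and 8 when adjusted over the list alone).
The number of genes fell to 14 without either LPS-treated wild-type library, 32 without LPS-treated *Tut7*-/- replicate 1 and 15 without replicate 2. *Cxcl1*, *Cxcl2*, *Cxcl3*, *Acta2* and *Col1a2* passed in each of these 4 fits, *Il1a* in none (adjusted p 0.39, 0.35, 0.25 and 0.58 in the order given for libraries), and *Ccl22* did not pass without LPS-treated wild-type replicate 2 (0.06) or *Tut7*-/- replicate 2 (0.091).

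**Figure D1:**
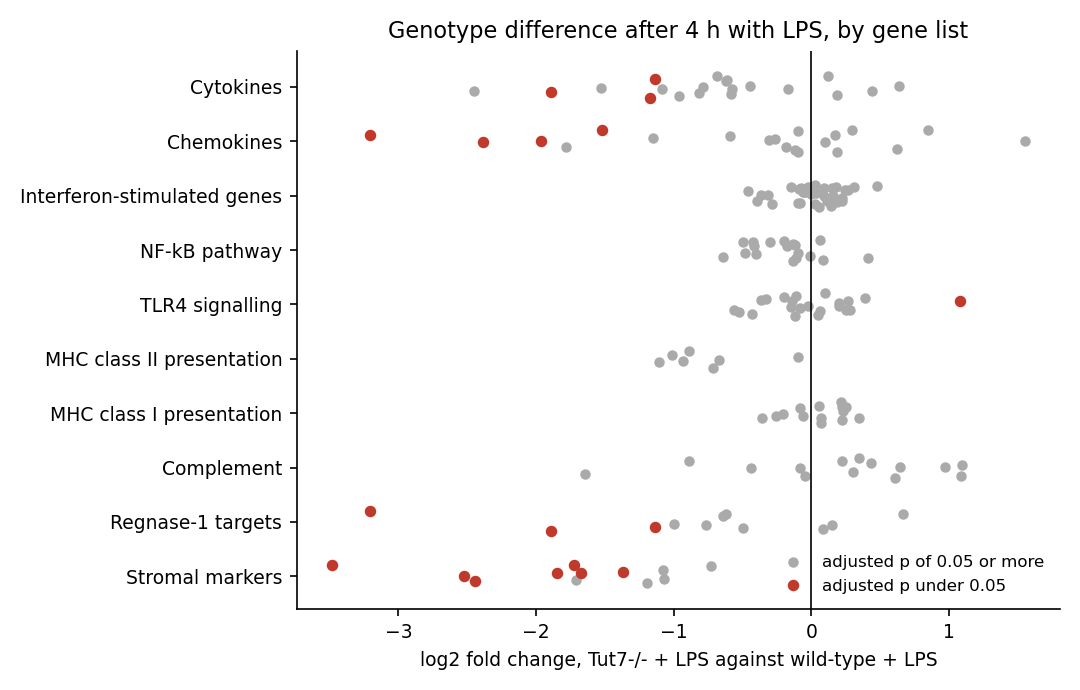
Log2 fold change of LPS-treated *Tut7*-/- against LPS-treated wild-type BMDMs (x axis) for each tested member of 9 immune gene lists and of the stromal markers (y axis). Each point is 1 gene, and red points passed an adjusted p under 0.05. Among the stromal markers 7 of 12 points are red and lie below 0, and among the interferon-induced genes none is red.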

Among the 352 genes, 111 genes involved in the innate immune response were downregulated in *Tut7*^−/−^ cells. These include pro-inflammatory cytokines (IL-6, IL-12p40 (*Il12b*), and IL-23p19 (*Il23a*)), cluster of differentiation (CD) markers CD24a (*Cd24a)* and CD55 (*Cd55*), and chemokine CCL17 (*Ccl17*) (Fig. 1g and Supplementary Table 2). By contrast, 68 innate immune-related genes were upregulated in LPS-treated *Tut7*^−/−^ BMDMs (Fig. 1g and Supplementary Table 3).

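Each of these 6 genes had a lower mean level in LPS-treated *Tut7*-/- than in LPS-treated wild-type BMDMs, and 3 of them passed an adjusted p under 0.05. *Il6*, on chromosome 5 of mm10 from 30013114 to 30019975, was at 1010 ± 37.2 CPM in wild-type and 272 ± 43.9 CPM in *Tut7*-/- cells (SD, 2 libraries each). This is a log2 fold change of −1.89 (standard error 0.233, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il12b*, on chromosome 11 from 44400063 to 44414677, was at 341 ± 40.1 CPM in wild-type and 155 ± 37.4 CPM in *Tut7*-/- cells, a log2 fold change of −1.14 (standard error 0.244, adjusted p = 0.031). *Cd24a*, on chromosome 10 from 43579169 to 43584265, was at 3.93 ± 1.86 and 0.433 ± 0.165 CPM, a log2 fold change of −3.05 (standard error 0.705, adjusted p = 0.023). It had 12 and 16 counts in wild-type and 2 and 4 in *Tut7*-/- cells. Without LPS, *Cd24a* was already lower in *Tut7*-/- than in wild-type cells (1.47 against 8.67 CPM), as was *Cd55* (0.406 against 2.15 CPM). *Il6*, *Il12b*, *Il23a* and *Ccl17* had almost no counts without LPS. The test of the difference between LPS responses called neither *Cd24a* nor *Cd55*.
The other 3 genes did not pass over all genes. *Il23a*, on chromosome 10 from 128296140 to 128298084, had 12 and 7 counts in the wild-type libraries and 1 and 5 in the *Tut7*-/- libraries, with a log2 fold change of −2.45 (standard error 0.881, adjusted p = 0.19). *Cd55*, an inhibitor of complement on chromosome 1 from 130429798 to 130465009, had 19 and 19 counts in wild-type and 8 and 14 in *Tut7*-/- cells, with a log2 fold change of −1.65 (standard error 0.489, adjusted p = 0.12). *Ccl17*, on chromosome 8 from 94809380 to 94812038, had 16 and 13 counts in wild-type and 7 and 8 in *Tut7*-/- cells, with a log2 fold change of −1.78 (standard error 0.61, adjusted p = 0.2). The exact test of edgeR on the 4 LPS libraries called all 3, with adjusted p = 0.0024 for *Il23a*, 0.0018 for *Cd55* and 0.0022 for *Ccl17*, and over all alternatives their adjusted p ranged up to 0.67, 0.57 and 0.73.
Among the other genes labelled in Fig. 1g, the receptor kinase *Axl* had a log2 fold change of −1.15 (adjusted p = 0.015), the caveolar protein *Cav1* had −1.37 (adjusted p = 0.012), and the chromatin protein *Hmgb2* went from 77.9 CPM in wild-type to 33.9 CPM in *Tut7*-/- cells (adjusted p = 0.02). The MHC class II genes *H2-Ab1* and *H2-Aa* were at −1.01 (adjusted p = 0.063) and −0.93 (adjusted p = 0.078), and *Cdc42ep2* was at −0.98 (adjusted p = 0.086).
*Il6* passed in 12 of 15 alternatives, with log2 fold changes from −2.11 to −1.76. The fits without LPS-treated wild-type replicate 1 and without LPS-treated *Tut7*-/- replicate 2 were among those where it did not pass. *Il12b*, *Cd24a*, *Axl*, *Cav1* and *Hmgb2* did not pass in any of the 4 fits that leave out 1 LPS library, with adjusted p of 0.26, 0.37, 0.12 and 0.56 for *Il12b*, 0.067, 0.27, 0.18 and 0.21 for *Cd24a*, 0.27, 0.18, 0.21 and 0.29 for *Axl*, 0.2, 0.15, 0.11 and 0.33 for *Cav1* and 0.28, 0.15, 0.17 and 0.33 for *Hmgb2*, in the order wild-type replicates 1 and 2 and *Tut7*-/- replicates 1 and 2.

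**Figure D2:**
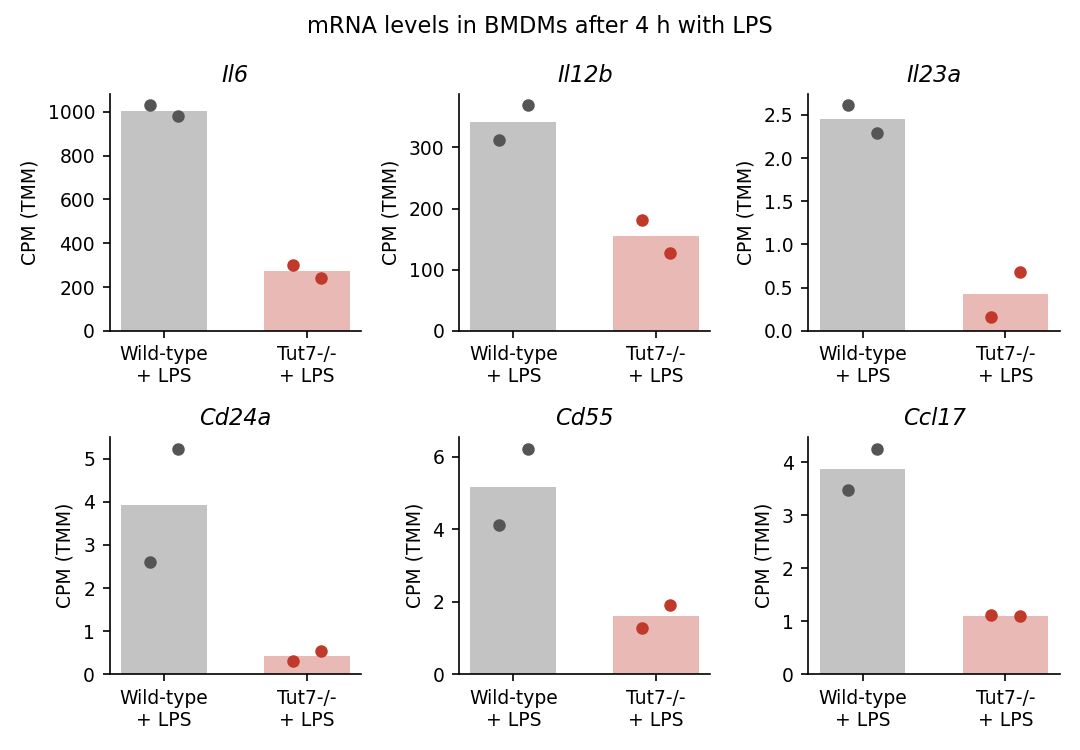
TMM-normalized CPM (y axis, starting at 0) of *Il6*, *Il12b*, *Il23a*, *Cd24a*, *Cd55* and *Ccl17* in LPS-treated wild-type (grey) and LPS-treated *Tut7*-/- (red) BMDMs. Bars are means and points are single libraries, 2 for each group. The mean of *Il6* is 1010 CPM in wild-type and 272 CPM in *Tut7*-/- cells.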

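Several genes labelled in Fig. 1g as higher in LPS-treated *Tut7*-/- BMDMs passed an adjusted p under 0.05. *Rab43*, a small GTPase gene on chromosome 6 of mm10 from 87788853 to 87812164, was at 161 ± 11.9 CPM in *Tut7*-/- and 52.8 ± 1.93 CPM in wild-type cells (SD, 2 libraries each), a log2 fold change of 1.61 (standard error 0.238, adjusted p = 0.0034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The chemokine receptor gene *Ccr1*, on chromosome 9 from 123962126 to 123968692, was at 32.5 ± 7.52 and 10.2 ± 2.44 CPM, a log2 fold change of 1.64 (standard error 0.296, adjusted p = 0.012). *Ly86*, which encodes the partner MD-1 of the TLR-like receptor CD180 and lies on chromosome 13 from 37345345 to 37419036, was at 338 ± 23 and 160 ± 15.7 CPM, a log2 fold change of 1.08 (standard error 0.224, adjusted p = 0.028). The arginase gene *Arg2*, on chromosome 12 from 79130788 to 79156301, was at 6.15 ± 1.98 and 1.31 ± 0.00384 CPM, a log2 fold change of 2.23 (standard error 0.571, adjusted p = 0.048).
The other 2 genes labelled in Fig. 1g as higher did not pass over all genes. *C1qa*, which encodes a chain of complement C1q and lies on chromosome 4 from 136895916 to 136898844, was at 836 ± 71.5 CPM in *Tut7*-/- and 391 ± 23.8 CPM in wild-type cells, a log2 fold change of 1.10 (standard error 0.261, adjusted p = 0.054). DESeq2 called it (adjusted p = 0.023), and over 16 alternatives its adjusted p ranged from 5.8e-18 to 0.53. *Ccl8*, on chromosome 11 from 82115185 to 82116799, was at 14.9 ± 2.67 and 5.01 ± 0.602 CPM, a log2 fold change of 1.55 (standard error 0.45, adjusted p = 0.11). Without LPS, *C1qa* was already at 1410 CPM in *Tut7*-/- and 505 CPM in wild-type cells, *Rab43* at 173 and 100 and *Ly86* at 194 and 108. *Ccr1* was nearly equal without LPS, at 5.6 and 4.9 CPM. The test of the difference between LPS responses called none of these genes.
Further genes that were higher were *Mfge8*, which bridges dying cells to phagocytes (log2 fold change 1.60, adjusted p = 0.0032 from edgeR's quasi-likelihood test), and the receptor gene *Il4ra* (1.08, adjusted p = 0.022). *Mfge8* was also higher without LPS, at 464 CPM in *Tut7*-/- and 94.4 CPM in wild-type cells. Of 13 macrophage markers, 1 was higher and none was lower (2 and none when adjusted over the list alone). As a set these markers were higher by camera with the preset correlation but not in the other form (adjusted p = 0.15 with an estimated correlation). None of 14 complement genes passed over all genes, 4 were higher and 2 lower when adjusted over the list alone and at an unadjusted p under 0.05, DESeq2 called 2 higher, limma called 1 higher and 1 lower, and the exact test called 5 higher and 3 lower. None of 23 lysosomal genes passed, 1 was higher when adjusted over the list alone, 5 were higher at an unadjusted p under 0.05, DESeq2 and limma called none and the exact test called 7 higher.
In the 4 fits that leave out 1 LPS library, in the order wild-type replicates 1 and 2 and *Tut7*-/- replicates 1 and 2, none of *Ly86* (adjusted p 0.34, 0.44, 0.18 and 0.43), *Ccr1* (0.16, 0.25, 0.19 and 0.069), *Il4ra* (0.35, 0.42, 0.17 and 0.45) or *Arg2* (0.44, 0.33, 0.13 and 0.56) passed, and *Arg2* was at 0.055 with DESeq2's size factors. *Rab43* did not pass without wild-type replicate 1 (0.18), wild-type replicate 2 (0.15) or *Tut7*-/- replicate 2 (0.098), and *Mfge8* did not pass without the same libraries (0.2, 0.075 and 0.091).
From the genes that were lower and higher in LPS-treated *Tut7*-/- BMDMs, with the cytokine levels in cultures and sera, the paper concludes that TUT7 takes part in the inflammatory response triggered by TLR4.

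**Figure D3:**
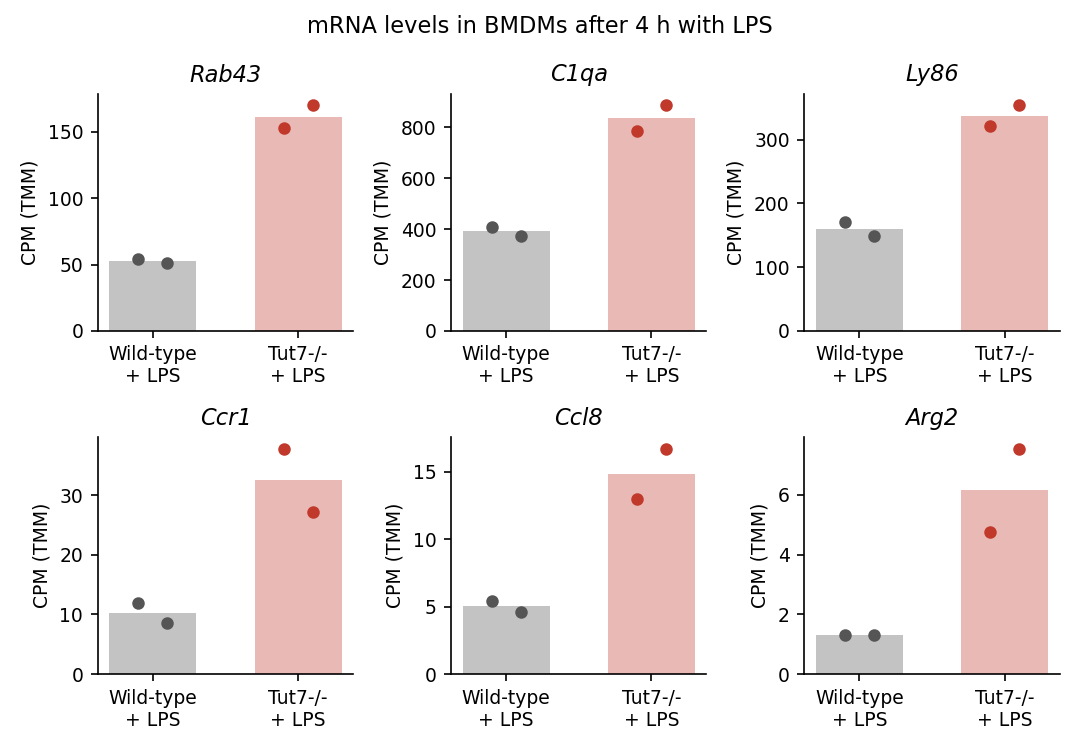
TMM-normalized CPM (y axis, starting at 0) of *Rab43*, *C1qa*, *Ly86*, *Ccr1*, *Ccl8* and *Arg2* in LPS-treated wild-type (grey) and LPS-treated *Tut7*-/- (red) BMDMs. Bars are means and points are single libraries, 2 for each group. The mean of *Rab43* is 52.8 CPM in wild-type and 161 CPM in *Tut7*-/- cells.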

*Tut7*^+/+^ and *Tut7*^−/−^ mice were challenged with a low-dose LPS. Results in Fig. 1h showed that the serum concentrations of IL-6 and IL-12p40 in *Tut7*^−/−^ were lower than in *Tut7*^+/+^ mice after LPS challenge whereas the level of TNF remained comparable (Fig. 1h). These data clearly demonstrate that TUT7 is involved in TLR4-triggered inflammatory responses.

### TUT7 regulation of *Il6* mRNA stability requires its enzymatic activity

Aspartic acid residues at positions 1058 and 1060 on the TUT7 nucleotidyltransferase domain (Supplementary Fig. 3) are critical for its nucleotidyltransferase activity^19^. To determine whether the nucleotidyltransferase activity of TUT7 is required for modulation of TLR4-driven cytokine production, we reconstituted TUT7-silenced RAW 264.7 macrophages with either human wild-type TUT7 (hTUT7) or a catalytically inactive mutant hTUT7(DADA) whose aspartate residues at positions 1058 and 1060 were replaced by an alanine (Supplementary Fig. 3). While reconstitution with wild-type TUT7 increased LPS-triggered *Il6* and *Il12b*, reconstitution with the hTUT7(DADA) mutant did not and *Tnf* expression was not affected by reconstitution with either wild-type hTUT7 or hTUT7(DADA) (Fig. 2a). Our results showed that nucleotidyltransferase activity is critical for the ability of TUT7 to modulate TLR4-driven cytokine response.

**Fig. 2:**
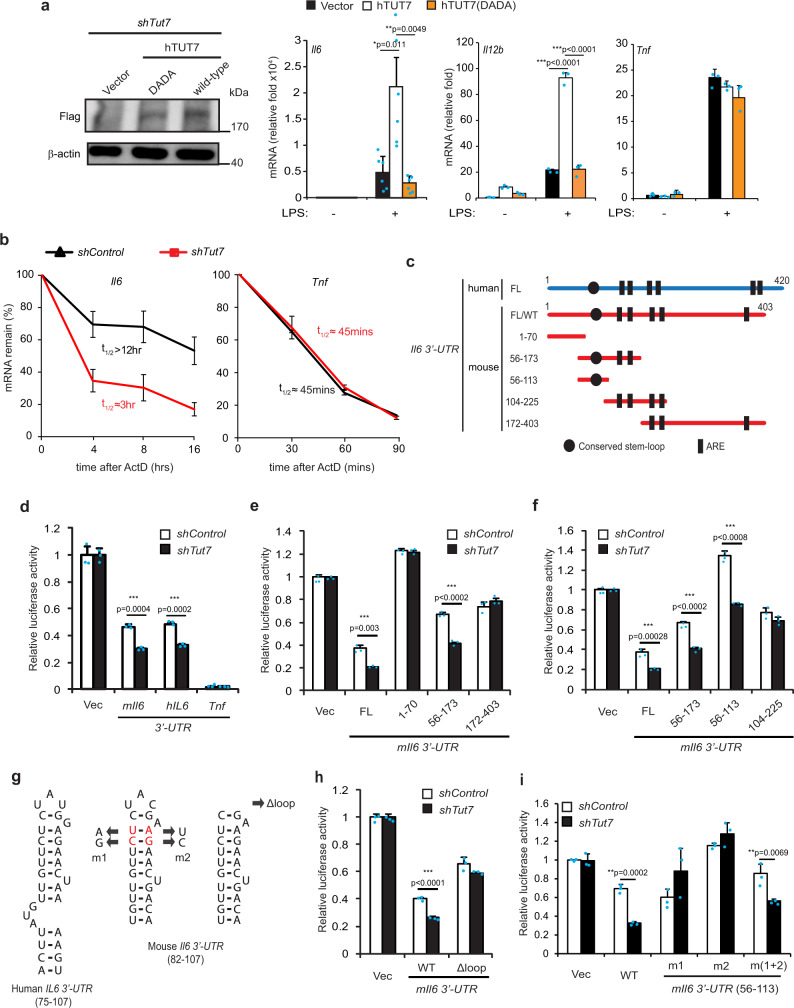
Regulation of *Il6* mRNA stability by TUT7 is dependent on its 3′-UTR_56-104_. **a** *Tut7*-silenced RAW 264.7 macrophages were reconstituted with either flag-tagged human wild-type TUT7 (hTUT7) or activity-dead TUT7 (hTUT7(DADA)) and challenged with 100 ng/ml LPS for 4 h. The expression of IL-6, IL-12p40, and TNF mRNAs and TUT7 protein were analyzed by RT-qPCR and immunoblotting, respectively. **b** RAW 264.7 macrophages expressing *shControl* and *shTut7* were treated with 100 ng/ml LPS for 4 h followed by incubation with 5 μg/ml actinomycin D for the indicated times. Total RNAs were extracted and analyzed by RT-qPCR. **c** Schematic diagram of the *firefly* luciferase reporter constructs containing full-length (FL) and truncated forms of mouse (red line) or human (blue line) *Il6* 3′-UTR. **d**–**f** Control and *Tut7*-depleted RAW 264.7 cells were co-transfected with the indicated *firefly* luciferase reporter plasmids containing various mouse or human *Il6* 3′-UTR (*mIl6* 3′*-UTR* or *hIL6* 3′*-UTR*) or *Tnf* 3′-UTR and *TK-renilla* control reporter plasmid. At 48 h post-transfection, cells were treated with 100 ng/ml LPS for 8 h and the luciferase activities were determined. **g** Schematic diagram of the predicted stem-loop structure in human and mouse *Il6* 3′-UTR, and mutants whose stem-loop structure (m1 and m2) or loop structure (Δloop) were disrupted or deleted. The stem-loop structure of *mIl6* 3′*-UTR* or *hIL6* 3′*-UTR* was predicted by ref. ^14^. Mutant m(1 + 2) was generated to swap sequences on the 5′ and 3′ sides of the stems without disrupting the stem-loop structure in *mIl6* 3′-UTR. **h**, **i** Control and *shTut7*-expressing RAW 264.7 cells were co-transfected with the indicated luciferase reporter plasmids and *TK-renilla* control reporter plasmid for 48 h. Cells were stimulated with 100 ng/ml LPS for 8 h and harvested for the analysis of luciferase activity. Data presented are representative of three independent experiments with triplicates in each experiment (error bars, mean ± S.D.). The *p* values were obtained from two-tailed Student’s *t* test and are shown in the figure if *p* < 0.05. Source data are provided as a Source Data file.

TUT7 and TUT4 are reported to control global mRNA turnover in HeLa cells^20^. Therefore, we hypothesized that TUT7 regulates inflammatory response in macrophages by modulating the stability of cytokine mRNAs. To address this possibility, we investigated *Il6* as an example. The half-life of *Il6* but not that of *Tnf* in TUT7-silenced macrophages was significantly reduced compared to that in *Tut7*^+/+^ cells after stimulation with LPS (Fig. 2b). The 3′-UTR plays a critical role in controlling mRNA stability in innate immunity^8,10,34^. To determine whether TUT7 modulates *Il6* turnover via its 3′-UTR, we transfected TUT7-sufficient and -silenced RAW 264.7 cells with luciferase reporter constructs (pGL3) containing either mouse *Il6* (*mIl6*) or human *IL6* (*hIL6*) 3′-UTRs (Fig. 2c). The luciferase activity in TUT7-depleted RAW 264.7 cells in response to LPS was significantly lower when the full-length *mIl6-* or *hIL6-*3′-UTR but not *Tnf-*3′-UTR was transduced compared to that in control cells (Fig. 2d). In the meantime, both control and TUT7-depleted RAW 264.7 cells transduced luciferase reporter driven by *hIL6* promoter variants, AGC and GGG^35^, had similar response to LPS (Supplementary Fig. 4). These data together indicate that TUT7 regulates *Il6* expression induced by LPS not at the transcription level but posttranscriptionally via its 3′-UTR.

### TUT7 regulates *Il6* mRNA expression via its 3′-UTR_56–104_

Several regulatory motifs in the *Il6* 3′-UTR, including five AREs and one stem-loop structure, were reported to control *Il6* mRNA stability^14,36,37^. We transduced luciferase reporter plasmids containing each of the five mutated AREs (ΔARE1-ΔARE5) on *mIl6* 3′-UTR into TUT7-sufficient and -silenced cells. Luciferase activity results showed that mutation in any of the five AREs did not affect TUT7-mediated *Il6* mRNA stability, indicating that AREs are not required for TUT7-modulated TLR4 responsiveness (Supplementary Fig. 5a). We then constructed luciferase reporter plasmids containing different regions of *mIl6* 3′-UTR (Fig. 2c). While expressions of full-length *mIl6* 3′-UTR and *mIl6* 3′-UTR_56–173_ reduced luciferase activities in TUT7-silenced cells compared to TUT7-sufficient cells in response to LPS, *mIl6* 3′-UTR_1-70_ and *mIl6* 3′-UTR_172–403_ did not (Fig. 2e). We further shortened *mIl6* 3′-UTR_56–173_ to *mIl6* 3′-UTR_56–113_, the region containing the conserved stem-loop structure. Similar to full-length *mIl6* 3′-UTR and *mIl6* 3′-UTR_56–173,_ transduction of *mIl6* 3′-UTR_56–113_ resulted in lower luciferase activity (Fig. 2f), suggesting that *mIl6* 3′-UTR_56–113_ is possibly the target of TUT7.

Analysis using TargetScan Mouse revealed three putative miRNA (miR-223, miR-224 and miR-376a) sites on *mIl6* 3′-UTR_56–104_ (Supplementary Fig. 5b). We mutated each miRNA target site to study whether TUT7-mediated suppression was dependent on any of the three miRNAs. Our results showed that the suppressive effect of TUT7 was lost when the target site for miR-376a but not miR-223 or miR-224 was mutated (Supplementary Fig. 5c). However, miR-376a target site is only observed in *mIl6* 3′-UTR, but not in *hIL6* 3′-UTR, suggesting that TUT7 control of *Il6* expression is not via miR-376a. Interestingly, the putative miR-376a binding site overlaps with the conserved stem-loop structure. To determine whether the stem-loop structure on *Il6* is responsible for TUT7-mediated effects, we generated luciferase reporter constructs with either altered or similar stem-loop structures as the wild-type (Fig. 2g). Deletion of the internal loop structure (Δloop) abolished the suppressive effect of TUT7 (Fig. 2g, h). In addition, m1 and m2 mutants (with altered stem structures) both dampened TUT7-modulated inhibition of the luciferase activity; whereas m(1 + 2) mutant with an intact stem structure that was restored by combining both mutations regained the responsiveness of TUT7 (Fig. 2i). Taken together, TUT7-regulated *Il6* mRNA destabilization is dependent on the stem-loop structure in its 3′-UTR_56–104_.

### TUT7 controls *Il6* mRNA stability through Regnase-1

Previous studies showed that TUT7 uridylates target RNAs to modulate their stability^20,25,26^. However, our RNA-immunoprecipitation (RNA-IP) data demonstrated that TUT7 did not associate with *Il6* transcripts (Fig. 3a). Regnase-1 is reported to bind and control *Il6* stability via the conserved stem-loop structure in *Il6* 3′-UTR_56–104_^37^. Therefore, we hypothesized that TUT7 controls *Il6* mRNA destabilization through regulating Regnase-1 expression. Results showed that the levels of mRNA and protein of Regnase-1 increased in LPS-stimulated TUT7-depleted RAW 264.7 cells (Fig. 3b, c) and BMDMs (Fig. 3d, e) compared with that in control cells. Regnase-1 belongs to the Zc3h12 family that is characterized by its conserved CCCH-type zinc-finger^15^. The mRNA level of another family member *Zc3h12c* was not altered in LPS-treated cells, regardless of the presence or absence of TUT7 (Supplementary Fig. 6), suggesting a specific regulatory role of TUT7 in *Zc3h12a* expression. The half-life of *Zc3h12a* was longer (30 vs. 80 min) in TUT7-deficient RAW 264.7 macrophages than control cells upon LPS challenge (Fig. 3f). In addition, LPS-induced *Zc3h12a* expression was reduced in TUT7-depleted cells reconstituted with wild-type TUT7, but not with hTUT7(DADA) mutant (Fig. 3g), indicating that TUT7-mediated *Zc3h12a* expression after LPS stimulation depends on its nucleotidyltransferase activity. To further confirm TUT7-mediated TLR4-induced cytokine production is through Regnase-1, we depleted Regnase-1 in *Tut7*^−/−^ BMDMs by lentivirus-mediated shRNA and challenged these cells with LPS. Deletion of Regnase-1 in *Tut7*^−/−^ BMDMs significantly increased *Il6* and *Il12b* expression in response to LPS (Fig. 3h). However, LPS-induced *Tnf* and *Nfkbia* were similar in *Tut7*^−/−^ BMDMs expressing control and *Zc3h12a* shRNA (Fig. 3h). These data together demonstrate that TUT7 regulates TLR4-induced *Il6* and *Il12b* expression by suppressing Regnase-1 expression.

**Fig. 3:**
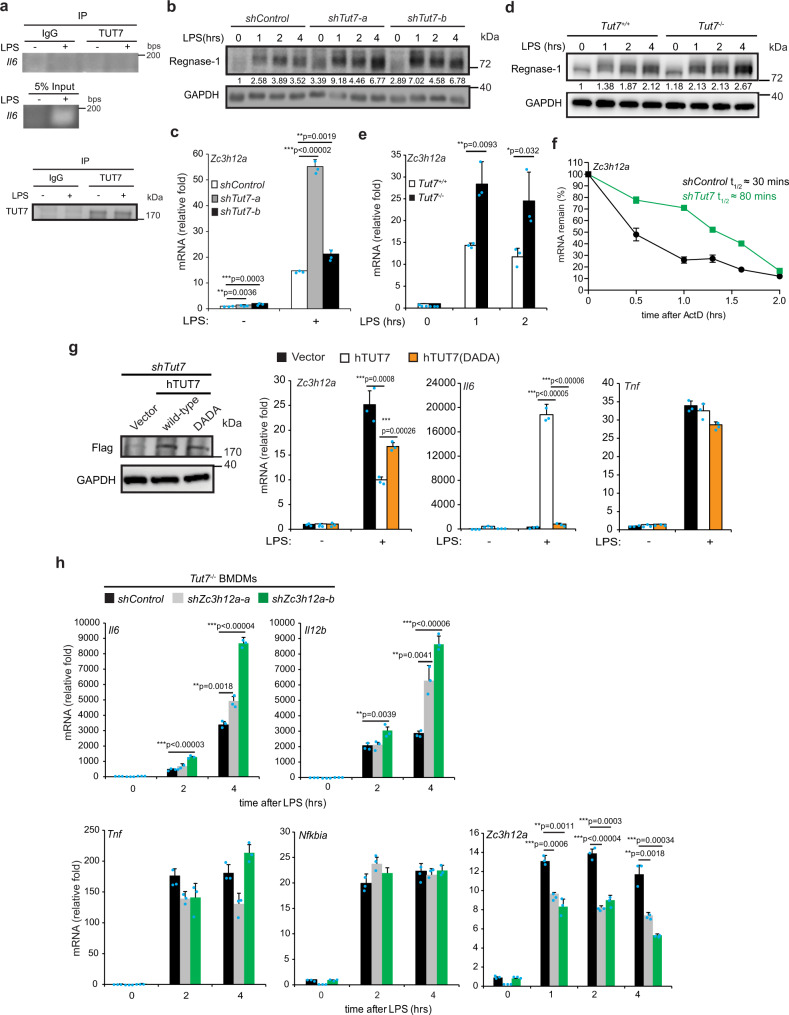
TUT7 decreases *Zc3h12a* mRNA stability in response to LPS challenge. **a** RAW 264.7 cells were treated with 100 ng/ml LPS for 2 h and cell lysates were incubated with control IgG or protein A-agarose beads-conjugated anti-TUT7 antibody at 4 °C for 4 h. TUT7-interacting RNAs were extracted followed by RT-PCR (upper panel). Immunoprecipitation of TUT7 was examined by immunoblotting (lower panel). **b**–**e** Control *(shControl)* and *Tut7*-knockdown RAW 264.7 cells and wild-type and *Tut7*^−/−^ BMDMs were treated with 100 ng/ml LPS for different periods of time. The expression of Regnase-1 protein (**b**, **d**) and *Zc3h12a* mRNA (**c**, **e**) were analyzed by immunoblotting and RT-qPCR, respectively. **f** Control- and *shTut7*-expressing RAW 264.7 cells were treated with 100 ng/ml LPS for 2 h followed by treatment with 5 μg/ml of actinomycin D for the indicated periods of time. Regnase-1 mRNA expression was analyzed by RT-qPCR. **g** *Tut7*-knockdown RAW 264.7 cells were reconstituted with either hTUT7 or hTUT7(DADA) and challenged with 100 ng/ml of LPS for 2 h. Cells were collected, and the expression of the indicated proteins and mRNAs were analyzed by immunoblotting and RT-qPCR, respectively. **h** Control- and *shZc3h12a*-expressing *Tut7*^−/−^ BMDMs were stimulated with 100 ng/ml LPS for the indicated periods of time. Total RNAs were prepared and the mRNA expression of the indicated genes was measured by RT-qPCR. Data presented are representative of three independent experiments with triplicates in each experiment (error bars, mean ± S.D.). The *p* values were obtained from two-tailed Student’s *t* test and are shown in the figure if *p* < 0.05. Source data are provided as a Source Data file.

### TUT7 controls *Zc3h12a* mRNA stability through its 3′-UTR

We then determined whether TUT7 controls *Zc3h12a* mRNA stability via its 3′-UTR using luciferase reporter assay. We generated a set of luciferase reporter constructs containing full-length or different truncation of the *Zc3h12a* 3′-UTR and analyzed their luciferase activities in control and TUT7-depleted RAW 264.7 cells (Fig. 4a). The luciferase activity of full-length *Zc3h12a* 3′-UTR was upregulated in LPS-stimulated TUT7-depleted RAW 264.7 cells compared to that in control cells (Supplementary Fig. 7). To further assess whether TUT7 directly regulates *Zc3h12a* expression via its 3′-UTR, luciferase reporter constructs together with either wild-type or enzymatic inactive TUT7 were co-expressed in human embryonic kidney 293 (HEK 293) cells. Like most mRNA 3′-UTRs, full-length mouse *Zc3h12a* 3′-UTR decreased luciferase activity compared to luciferase reporter control (Fig. 4b). This repressive effect was further enhanced by co-expression of wild-type TUT7, but not the hTUT7(DADA) mutant, suggesting that TUT7 directly regulates *Zc3h12a* in a nucleotidyltransferase activity-dependent manner (Fig. 4b). In addition, while TUT7 overexpression reduced *Zc3h12a* 3′-UTR_1–358_ luciferase activity, it failed to reduce the luciferase activities of *Zc3h12a* 3′-UTR_338–698_ and *Zc3h12a* 3′-UTR_560–865_ (Fig. 4b). We further shortened *Zc3h12a* 3′-UTR_1–358_ and found that *Zc3h12a* 3′-UTR_100–250_ rendered TUT7-mediated suppressive effect similar to full-length *Zc3h12a* 3′-UTR and *Zc3h12a* 3′-UTR_1–358_ (Fig. 4c). *Zc3h12a* 3′-UTR_100–250_ was previously predicted to be able to form a stem-loop structure^11^. We then investigated the role of this stem-loop structure in TUT7-modulated *Zc3h12a* mRNA stability by constructing luciferase reporters containing *Zc3h12a* 3′-UTR_100–250_ mutants whose stem-loop structures were eliminated (Fig. 4d)^11^. Surprisingly, disruption of the stem-loop structure (St1m and St2m) lost TUT7-mediated inhibition of the luciferase activity, whereas restoring stem-loop structure (St(1 + 2)m) regained the effect of TUT7 (Fig. 4e), suggesting a requirement for the stem-loop structure of *Zc3h12a* 3′-UTR in TUT7-mediated suppression. Taken together, TUT7 modulates *Zc3h12a* mRNA stability by recognition of the stem-loop structure in its 3′-UTR_100–250_.

**Fig. 4:**
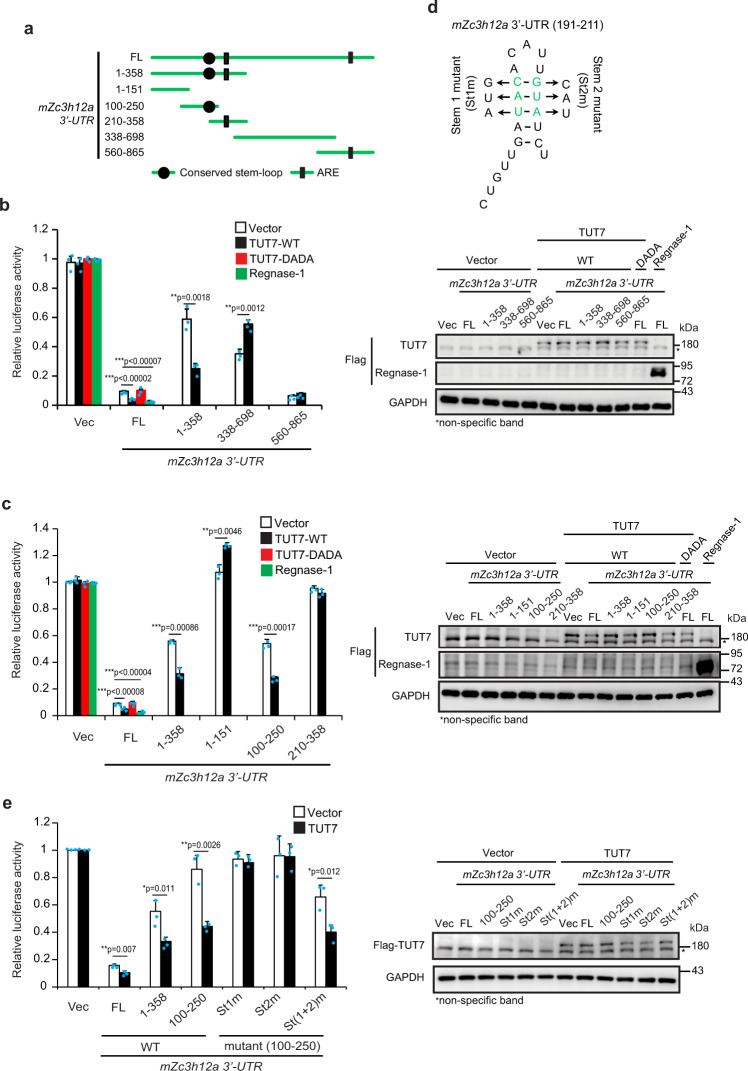
TUT7 modulates *Zc3h12a* mRNA stability via its 3′-UTR_100-250_. **a** Schematic diagram of the *firefly* luciferase reporter constructs containing full-length (FL) and truncated forms of mouse *Zc3h12a* 3′-UTR (*mZc3h12a* 3′*-UTR*). **b**, **c**, **e** HEK 293 cells were co-transfected with wild-type TUT7 (TUT7-WT), enzymatic inactive TUT7 (TUT7-DADA), or Regnase-1 expression plasmids, the indicated *firefly* luciferase reporter constructs containing various fragments of *mZc3h12a* 3′-UTR as well as *TK-renilla* control reporter plasmid. At 48 h post-transfection, cells were harvested and the luciferase activities were determined. The expression of indicated proteins was confirmed by immunoblotting and is shown in the right panel. **d** Schematic diagram of the *firefly* luciferase reporter constructs containing stem mutants (St1m and St2m) of *mZc3h12a* 3′-UTR_100–250_. Mutant St(1 + 2)m was generated by swapping sequences on both stems in *mZc3h12a* 3′-UTR. Mutations of the stem-loop structure of *mZc3h12a* 3′-UTR_100–250_ were predicted by ref. ^11^. Data presented are representative of three independent experiments with triplicates in each experiment (error bars, mean ± S.D.). The *p* values were obtained from two-tailed Student’s *t* test and are shown in the figure if *p* < 0.05. Source data are provided as a Source Data file.

### TUT7 binds and uridylates *Zc3h12a*

Our results in Fig. 3g revealed that TUT7 directly modulated *Zc3h12a* mRNA stability through its 3′-UTR in an uridyltransferase activity-dependent manner. TUT7 possesses the ability to uridylate both mRNA and miRNA and to facilitate their degradation^20,23^. We thus hypothesized that TUT7 uridylates and degrades *Zc3h12a* after TLR4 engagement. To test this possibility, we first did RNA-IP to assess the association of TUT7 and *Zc3h12a*. Results in Fig. 5a, b showed that TUT7 was associated with *Zc3h12a* by 2 h after LPS treatment.

**Fig. 5:**
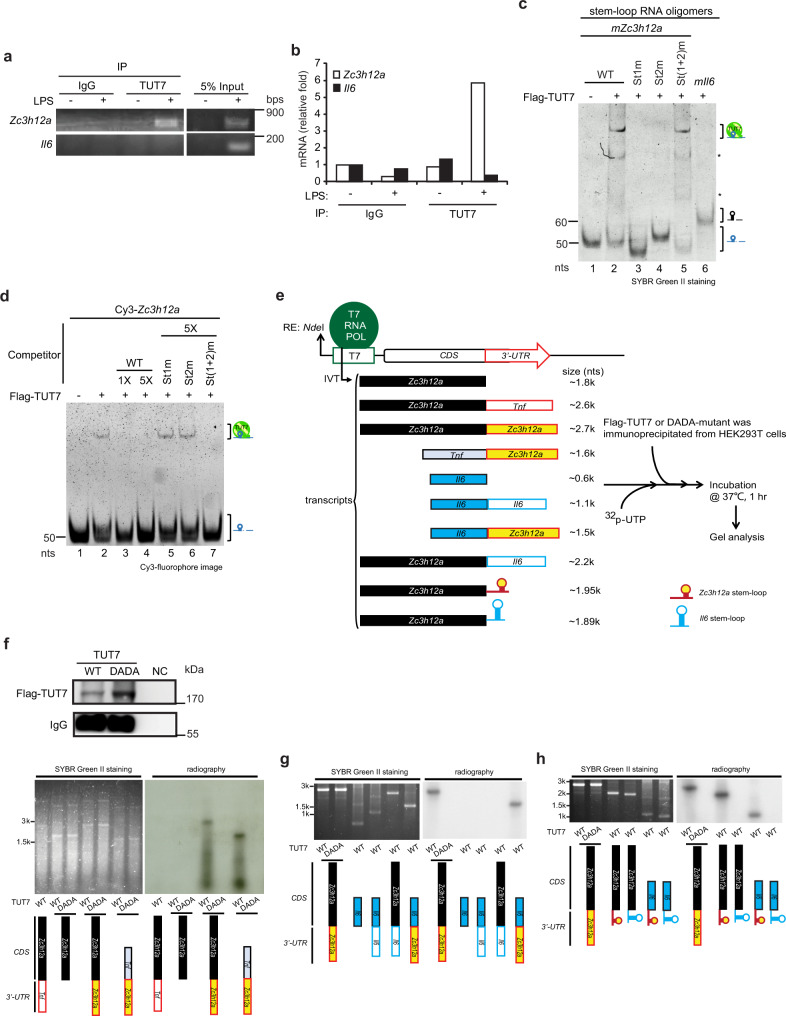
TUT7 binds and uridylates *Zc3h12a.* **a**, **b** RAW 264.7 cells were treated with 100 ng/ml LPS for 2 h and cell lysates were incubated with control IgG or protein A-agarose beads-conjugated anti-TUT7 antibody at 4 °C for 4 h. TUT7-interacting RNAs were extracted and analyzed by RT-PCR (**a**) and RT-qPCR (**b**). **c** Synthetic RNAs containing *Il6* or *Zc3h12a* wild-type stem-loop or mutant variants were incubated with immunopurified Flag-tagged wild-type TUT7 at 37 °C for 30 min. **d** Cy3-labeled RNA containing *Zc3h12a* stem-loop was incubated with immunopurified TUT7 in the presence or absence of 1× or 5× fold excess of unlabeled RNA containing *Zc3h12a* wild-type or the indicated stem-loop mutant at 37 °C for 30 min. All RNA samples were resolved on a 10% native PAGE and visualized by SYBR Green II staining (**c**) and Cy3 fluorescent signal (**d**). **e** Schematic diagram of different constructs used for in vitro transcription. Flowchart on the right shows the procedure for in vitro uridylation. RNA transcripts were prepared by in vitro transcription. Transcripts were incubated with Flag-tagged wild-type (WT) or enzyme-dead (DADA) TUT7 mutant prepared by immunoprecipitation of HEK293T cells transfected with Flag-tagged TUT7- or DADA mutant-expressing plasmids in the presence of α-^32^p-UTP at 37 °C for 1 h. **f**–**h** Immunoprecipitation of flag-tagged wild-type and DADA mutant TUT7 was confirmed by immunoblotting (the upper panel of **f**). RNA samples were separated on a 1% formaldehyde-agarose gel and visualized by SYBR Green II staining and autoradiography (the bottom panel of **f**, **g**, **h**). Data presented are representative of three independent experiments. Source data are provided as a Source Data file. Asterisk (*) represents the nonspecific binding.

To further investigate whether TUT7 directly binds to *Zc3h12a* stem-loop structure, we performed RNA electrophoresis mobility shift assay (EMSA) using synthesized RNA probes. In line with the results of RNA-IP, TUT7 bound to murine *Zc3h12a* stem-loop, but not that of *Il6* (Fig. 5c). A previous study showed that the length of poly(A) tails negatively correlates with the frequency of uridylation^20^. Interestingly, TUT7 bound to *Zc3h12a* stem-loop regardless of the length of poly(A) tails (Supplementary Fig. 8c), suggesting that TUT7 associating with *Zc3h12a* is dependent on its stem-loop structure rather than the length of its poly(A) tails. Furthermore, the association of TUT7 and *Zc3h12a* was dependent on its stem-loop structure rather than its sequence as the addition of RNA oligomers containing wild-type *Zc3h12a* or St(1 + 2)m, but not St1m nor St2m, stem-loop mutant abolished their binding (Fig. 5d). To assess whether TUT7 is able to uridylate *Zc3h12a*, we set up in vitro uridylation assay using immunopurified TUT7 from HEK293T cells overexpressing Flag-tagged TUT7. RNA substrates were in vitro transcribed *Zc3h12a* or *Tnf* containing 3′-UTR (Fig. 5e). Interestingly, regardless of the coding sequences (CDSs) of the substrates, TUT7 was only capable of uridylating transcripts containing *Zc3h12a* 3′-UTR, but not those without 3′-UTR or those with *Tnf* 3′-UTR (Fig. 5f). Consistently, TUT7 did not uridylate transcripts containing *Il6* 3′-UTR albeit with the CDS of *Zc3h12a* (Fig. 5g). Furthermore, TUT7 preferentially uridylated transcripts containing *Zc3h12a* stem-loop rather than that containing *Il6* stem-loop (Fig. 5h). Pull-down and immunoblotting experiments showed that Regnase-1 was not co-immunoprecipitated with TUT7 (Supplementary Fig. 8a, b), which excludes the possibility of the involvement of Regnase-1 in TUT-mediated uridylation. These data together support the notion that upon LPS stimulation TUT7 directly binds and uridylates *Zc3h12a* 3′-UTR.

We further examined *Zc3h12a* 3′-terminal uridylation in *Tut7*^+/+^ and *Tut7*^−/−^ BMDMs using gene specific TAIL-Seq^31^ (Fig. 6a). As expected, LPS significantly increased the frequency of uridylation on *Zc3h12a*, especially that of oligo-uridylation (≥2 U) (Fig. 6b). Deleting TUT7 significantly decreased uridylation on *Zc3h12a* (12% mono-uridine and 14% oligo-uridines among 1714 reads) after LPS stimulation compared to that of control (14% mono-uridine and 24% oligo-uridines among 1067 reads) (Fig. 6b). However, there is no observable difference in uridylation on *Il6* mRNA between *Tut7*-deficient macrophages (9% mono-uridine and 5% oligo-uridine among 1730 reads) and control (9% mono-uridine and 6% oligo-uridine among 1756 reads) in response to LPS (Supplementary Fig. 9). Consistent with published studies^20,31^, the frequency of oligo-uridine (≥2 U) addition to *Zc3h12a* 3′ end negatively correlated with the length of poly(A) tails in wild-type cells but not in TUT7-deficient cells upon LPS challenge (Fig. 6c). Furthermore, TUT7 deficiency did not affect non-templated addition of cytosine and guanine to the 3′ end of *Zc3h12a* (Fig. 6d). Together, our results demonstrate that TUT7 binds *Zc3h12a* in macrophage stimulated by LPS and regulates *Zc3h12a* expression by uridylating its 3′ tail.

**Fig. 6:**
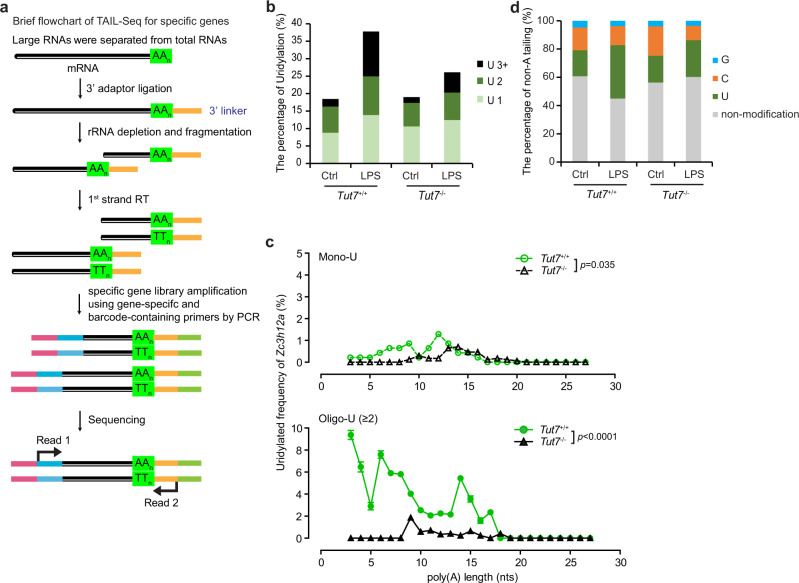
TUT7 mediates oligo-uridylation of *Zc3h12a* on 3′ end in response to LPS. **a** Flowchart showing the experimental procedure of specific gene TAIL-Seq to analyze 3′ tails of *Zc3h12a* mRNA transcripts. **b** The frequency of *Zc3h12a* uridylation assessed by specific gene TAIL-Seq. Uridylation frequency is the percentage of uridylated *Zc3h12a* reads out of the total number of *Zc3h12a* reads. **c** the correlation between the mono-uridylation (upper panel) and oligo-uridylation (lower panel) of *Zc3h12a* and their poly(A) tail lengths. Uridylation frequency presents the percentage of uridylated reads among the total *Zc3h12a* reads. **d** The frequency of non-templated 3′ end modifications on *Zc3h12a* tails. The *Y*-axis presents the percentage of uridine, cytosine, and guanine additions among total *Zc3h12a* reads (for cytosine and guanine additions, 75 and 22 among 466 reads, 144 and 40 among 1067 reads, 65 and 12 among 311 reads, and 174 and 60 among 1714 reads in *Tut7*^+/+,^ *Tut7*^+/+^(+LPS), *Tut7*^−^^/−^, and *Tut7*^−^^/−^(+LPS) cells, respectively. The value of uridylation is from **b**). The *p* value in (**c**) was assessed by Pearson correlation analysis. Source data are provided as a Source Data file.

### TUT4 and TUT7 regulate *Zc3h12a* expression through different mechanisms

TUT7 and TUT4 are highly homologous among members of the TUTase family. They have been reported to share various similar biological functions^38^. We thus examined whether TUT4 like TUT7 possesses the modulatory function of TLR4-driven effect through regulating *Zc3h12a* expression. We first assessed TUT4 expression in *Tut7*-deficient cells and found that the levels of TUT4 mRNA and protein were similar in TUT7-silenced and control cells (Supplementary Fig. 10a, b). However, unlike TUT7, depletion of TUT4 only marginally reduced Regnase-1 mRNA and protein expression after LPS stimulation (Supplementary Fig. 10c, d), indicating that TUT4 and TUT7 participates in TLR4-triggered inflammatory responses through different mechanisms.

## Discussion

Inflammatory cytokines are quickly induced upon infection in order to eliminate pathogens and repair damaged tissues. To prevent their detrimental effect on the host, their production must be tightly regulated. PTR is a quick and effective mechanism to modulate the expression of inflammatory cytokines^6^. The involvement of PTR in regulation of cytokine production during innate immune response is recently emerged. As shown in Fig. 7, we reveal that terminal uridyltransferase TUT7 expression is induced by TLR4 ligand LPS, and, it in turn participates in the regulation of the expression of a subset of cytokines, including IL-6 and IL-12β. TUT7 positively regulates *Il6* mRNA stability through controlling *Zc3h12a* expression by its terminal nucleotidyltransferase activity after TLR4 activation. We further demonstrate that upon TLR4 engagement TUT7 directly binds and uridylates *Zc3h12a* to downregulate its expression, resulting in stabilization of *Il6* mRNAs. Our results together demonstrate that TUT7 is a modulator of TLR4-triggered inflammatory response (Fig. 7). TUT7 fine-tunes the expression of IL-6, and we speculate other inflammatory cytokines as well, through directly uridylating *Zc3h12a* transcript.

**Fig. 7:**
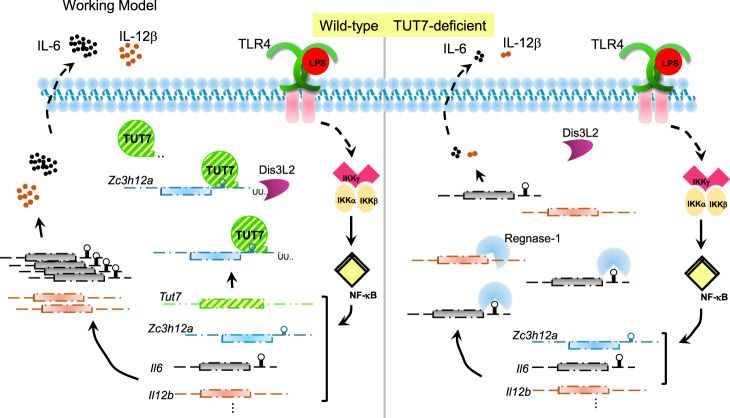
Model for the regulation of TUT7-mediated Regnase-1 expression. In response to TLR4 activation, IKK complex phosphorylates IκBα to promote NF-κB-driven transcription. Messenger RNAs of IL-6, IL-12β, Regnase-1, and TUT7 are upregulated. TUT7 targets and uridylates *Zc3h12a* on the stem-loop structure of *Zc3h12a* 3′-UTR. Uridylated *Zc3h12a* transcripts are eliminated by exonuclease, probably Dis3L2, leading to upregulation of the expression of a subset of cytokines, including IL-6 and IL-12β, at the early stage during TLR4-triggered inflammation. When TUT7 is depleted, elevated Regnase-1 results in a substantial decrease in IL-6 and IL-12β expression. The dashed and solid lines indicate indirect and direct pathways, respectively.

Accumulating data have revealed that a number of TLRs-inducible proteins play a role in modulation of inflammatory responses^39^. In this study, we extend this list to include TUT7. Our data indicate that TLR4-induced TUT7 expression requires IKK activity, and p38, but not JNK nor ERK, MAPK also contributes to its expression. These results suggest that transcription factors downstream of IKK and p38 MAPK may be required for TLR4-induced TUT7 expression. We and others have previously reported that p38 MAPK modulates the expression of certain LPS-induced genes via several transcription factors, including CCAAT/Enhancer binding protein β (C/EBPβ) and cAMP response element-binding protein (CREB)^40,41^. Interestingly, online prediction tool PROMO (http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3) identified the conserved binding motifs for C/EBPβ and NF-κB on both human and mouse TUT7 promoters although it remains to be determined whether p38 MAPK regulates TLR4-triggered TUT7 expression through C/EBPβ.

Regnase-1 is an RNase. By controlling the degradation of target mRNAs, such as *Il6* and *Il12b*, Regnase-1 is crucial for restraining inflammatory response during TLRs and IL-1 receptor (IL-1R) activation^37^. Therefore, the dynamics of Regnase-1 expression following TLRs and IL-1β stimulation ensures timely regulation of cytokine production. Accumulating data revealed that both PTR and PTM contribute to the regulation of Regnase-1 expression upon TLRs- and IL-1R activation^37^. Regnase-1 recognizes the conserved stem-loop structure in its 3′-UTR to degrade its own mRNA at the early phase of an inflammatory response^11^. Interestingly, Regnase-1 protein is quickly phosphorylated and degraded through IKK complex upon TLRs and IL-1R activation^11^. It may thereby unable to effectively eliminate its own mRNA, impeding the subsequent cytokine production. Our findings demonstrate that TUT7 induces *Zc3h12a* degradation through uridylation on its 3′ end in the early phase of TLR4-triggered inflammatory response. Our data together with a previous study^11^ indicate that at least two distinct PTR mechanisms triggered by TLR4 destabilize *Zc3h12a* to promote the production of cytokines and inflammatory mediators in the early phase of innate immune responses.

Among the members of the TUTase family, TUT7 shares structural and functional homology with TUT4. Both TUT7 and TUT4 function to uridylate noncoding RNAs, i.e., miRNAs, leading to biogenesis or degradation of miRNA^22,23,27,42^. Recent reports indicate that TUT7 and TUT4 act redundantly in NIH3T3 and HeLa cells to control the stability of global mRNAs through uridylation, especially oligo-uridylation (≥2 U) as oligo-uridylation is crucial for mRNA decay^20,31^. Both TUTs also function redundantly to eliminate both maternal mRNA during early embryogenesis and viral RNAs in mammalian cells^28,43,44^. Our results show that upon TLR4 activation, TUT7, but not TUT4, is upregulated and TUT7 subsequently associates with and oligouridylates *Zc3h12a* to regulate cytokine production. On contrast, TUT4 positively regulates *Zc3h12a* expression response to LPS through a yet-to-be investigated mechanism. TUT7 and TUT4 were reported to regulate *Il6* expression through uridylation of miR-26, yet miR-26 uridylation is pervasive^24,32^. Our study demonstrates that mRNA uridylation can be specific and inducible and that TUT7 is functionally distinct from TUT4 in innate immune responses. However, it is worth noting that LPS-induced *Zc3h12a* oligo-U-tails is not completely diminished in *Tut7*-deficient cells, indicating the involvement of additional TUT in *Zc3h12a* uridylation response to LPS.

It is still unclear how TUT4 and TUT7 discriminate and mediate uridylation on the 3′ end of their target mRNAs. Generally, it is proposed that when the poly(A) tails of the target mRNAs become shorter than 20 nts, poly(A)-binding proteins (PABPs) are dissociated from the poly(A) tails, thereby allowing the binding of TUTs to mRNAs for subsequent uridylation^31,45^. This model is based on the assumption that uridylation by TUTs is an activity downstream of deadenylation but it excludes the possibility that TUTs may participate in deadenylation. In addition, it remains to be determined whether any *cis*-element on 3′-UTR is required for TUTs-mediated uridylation. Our data reveal that TUT7 directly binds to *Zc3h12a* through the conserved stem-loop structure in its 3′-UTR and catalyzes uridylation, which probably marks the mRNA for degradation.

Regnase-1 is also known to target the same conserved stem-loop structure as TUT7 does to facilitate its own mRNA decay^11,16^. It is unclear why Regnase-1 can recognize the stem-loop structures appearing in both *Zc3h12a* and *Il6* 3′-UTRs, whereas TUT7 only interacts with *Zc3h12a*, but not *Il6*, stem-loop structure. Structural and functional studies suggest that Regnase-1 prefers binding to the stem-loop structure with a UAU loop and 5 to 9 base pairs in the stems^46^. Interestingly, the stem-loop structures in *Il6* and *Zc3h12a* 3′-UTR are distinct: *Il6* stem-loop structure harbors a typical Y-R-Y loop and 9 base pairs in the stem, whereas the one in *Zc3h12a* 3′-UTR is composed of a 5-nucleotide loop and 5 base pairs in the stem^16^. A recent study employing Hamiltonian scores to predict how TUT7 distinguishes its target pre-let-7a from other unrelated RNAs suggests a critical role of the loop, but not the stem, structure for TUT7 binding^47^. These data together suggest that TUT7 may prefer to interact with the loop in *Zc3h12a* rather than *Il6* 3′-UTR, but this notion needs confirmation. In addition, Lin28 is shown to recognize a GGAG loop and subsequently recruit TUT4 to pre-let-7^48^. UPF1 helicase is also reported to cooperate with Regnase-1 to control *Zc3h12a* destabilization^16,49^. Therefore, we cannot exclude the possibility that an unknown RNA-binding molecule associates with the stem-loop structure of *Zc3h12a* and enlists TUT7.

Oligo-uridylation on mRNAs in mammalian cells is considered to be a tag for RNA degradation^20,29^. Addition of uridine to the 3′ end of RNAs by TUT7 and TUT4 induces 5′-to-3′ and 3′-to-5′ degradation by the XRN family of exoribonucleases and the exosome complex, respectively^20,23^. The 3′-to-5′ exoribonuclease Dis3L2 has been shown to form complex with TUT4/7 to degrade cytosolic noncoding RNAs, independent of the exosome^50^. However, recent studies indicate that Dis3L2 only plays a modest role in human cells to degrade global mRNAs with uridylated tails^51^. Rather it is a predominant exoribonuclease to eliminate uridylated mRNA during apoptosis^51^.

Here we reveal that LPS-induced TUT7 uridylates *Zc3h12a* and accelerates its mRNA degradation thereby promotes the production of its target cytokines. It appears that this regulatory mechanism to suppress Regnase-1 expression is at work in the early phase of inflammation when mRNAs of cytokines, such as IL-6 and IL-12β, are being actively translated. Inflammation is a highly dynamic and intricate process. Multiple factors collaborate to spatially and temporally control the production of inflammatory mediators at the levels of transcription, PTR, or PTM. A recent study demonstrated that Regnase-1 functions to degrade translationally active cytokine mRNAs during inflammation^16^. In addition, our transcriptome analysis revealed that 111 and 68 innate-related genes were up- and down-regulated, respectively, in *Tut7*^−/−^ cells upon TLR4 activation. TUT7 therefore may act in concert with other molecules to fine tune the expression of different sets of cytokine mRNAs. How different molecules and mechanisms work together to elaborately control inflammatory response is worth further investigation.

In summary, our study uncovers TUT7-mediated *Zc3h12a* uridylation as a posttranscriptional mechanism in regulation of TLR4-driven inflammatory cytokine response. This molecular mechanism involving TUT7-restricted Regnase-1 expression may contribute to the generation of a specific set of inflammatory cytokines to shape a beneficial inflammation. Given the prominent role of IL-6 in inflammation, the TUT7/Regnase-1 axis pathway may also contribute to the pathogenesis of many inflammatory diseases.

## Methods

### Plasmids

The coding regions (CDS) of mouse TUT7, TNF, and Regnase-1 were amplified by PCR using the cDNA library prepared from LPS-treated RAW 264.7 macrophages as templates and cloned into pcDNA3 (Invitrogen, Carlsbad, CA) containing an N-terminal Flag tag. The 3′-UTR of mouse *Zc3h12a*, *Il6* and *Tnf* were also PCR amplified from RAW 264.7 cDNA library and subcloned to the immediate downstream of the CDS of TNF, IL-6 or Regnase-1 in pcDNA to obtain pcDNA-Zc3h12aCDS, pcDNA-Zc3h12aCDS + 3′-UTR, pcDNA-Zc3h12aCDS_TNF3′-UTR, pcDNA-TNFCDS_Zc3h12a3′-UTR, pcDNA-Zc3h12aCDS_IL63′UTR, pcDNA-IL6CDS, pcDNA-IL6CDS + 3′-UTR, pcDNA-IL6CDS_Zc3h12a3′-UTR, pcDNA-Zc3h12aCDS_IL63′UTR-stem loop, and pcDNA-Zc3h12aCDS + 3′UTR-stem-loop plasmids used for in vitro transcription. Human TUT7 and TUT4 cDNAs were amplified by PCR using pCK-FLAG-TUT7 and pCK-FLAG-TUT4 plasmids^20^ kindly provided by Dr. V. Narry Kim (National University of Seoul, Korea) as templates and cloned into the pLKO_AS2.neo vector (National RNAi Core Facility, Academia Sinica, Taiwan). Luciferase reporter plasmids pGL3 and pRL-TK were obtained from Promega (Madison, WI). The pGL3-IL-6 3′-UTR full-length (1–403), truncated constructs (1–70, 56–173, and 172–403), and AU-rich elements mutants (ΔARE1-5)^36^ were kindly provided by Dr. Keith L. Kirkwood (University of Michigan, MI). Human IL-6 3′-UTR full-length fragment was obtained by restriction digestion of pMIR-human IL-6 3′-UTR plasmid^24^ (a kind gift from Dr. Joseph P. Mizgerd, Boston University School of Medicine, MA) using HindIII and SpeI followed by blunting with Klenow, and then cloned into pGL3 plasmid. The pGL3-Regnase-1 3′-UTR full-length plasmid^11^ was gifted from Dr. Shizuo Akira (Osaka University, Japan). The pGL3-IL-6 3′-UTR truncated mutants (56–113 and 104–225) and pGL3-Regnase-1 3′-UTR deletion plasmids (1–358, 1–151, 100–250, 210–358, 338–698, and 560–865) were generated by PCR amplified using the pGL3-IL-6 3′-UTR and pGL3-Regnase-1 3′-UTR full length as templates and cloned into pGL3-control vector. The enzyme-dead TUT7, hTUT7-DADA mutant, whose two aspartate residues at 1058 and 1060 were mutated to alanine, various mouse IL-6 3′-UTR_56–104_ and Regnase-1 3′-UTR_1–358_ mutant constructs containing mutations in the stem-loop and putative miRNAs target sites were generated by site-directed mutagenesis using the QuickChange II Site-Directed Mutagenesis Kit (Stratagene, La Jolla, CA). Mutations of the stem-loop structure of *mIl6* 3′*-UTR* and *mZc3h12a* 3′-UTR_100–250_ were generated by referring the studies^11,14,37^. All mutations were confirmed by DNA sequencing. All primers used in plasmid construction were listed in Supplementary Table 4.

### Reagents and antibodies

Anti-TUT7 polyclonal antibody (1:1000 for immunoblotting and 1:50 immunoprecipitation) was produced by immunizing rabbits with a recombinant mouse TUT7 peptide (amino acid residues 2001-2828) which was expressed in *Escherichia coli* BL21 and subsequently affinity-purified using the nickel-coated agarose beads, Ni-NTA (Qiagen, Hilden, Germany), following the manufacturer’s protocol. Rabbit antisera were collected and further purified by incubation with polyvinylidene fluoride (PVDF) membrane strips (Merck Millipore, Billerica, MA) to which the antigen bound followed by elution with 0.2 M Glycine-HCl (pH 2.5) and concentration using an Amicon ultra-4 spin filter (Merck Millipore, Billerica, MA). Antibodies against phospho-p38 (#9211, 1:1,000), phospho-JNK1/2 (#9251, 1:1,000), and JNK1/2 (#9252, 1:1,000) were purchased from Cell Signaling Technology (Danvers, MA). IκBα (#sc-371, 1:1,000), p38 (#sc-535, 1:1,000), IRF3 (#sc-9082, 1:1,000) and HDAC1 (#sc-7872, 1:2,000) antibodies were obtained from Santa Cruz Biotechnology (Santa Cruz, CA). The anti-TUT4 (#18980-1-AP, 1:1,000) and GAPDH (#GTX627408, 1:5000) antibodies were obtained from Proteintech (Chicago, IL) and GeneTex (Irvine, CA), respectively. The IL-1β (#AF-401-NA, 1:2,000) antibodies and SP600125 (JNK inhibitor, #ab120065) were purchased from Abcam (Cambridge, UK) and R&D Systems (Minneapolis, MN). Antibodies against Regnase-1 (1:2,000) and β-actin (1:2,000) were kindly gifted from Drs. Shizuo Akira (Osaka University, Japan) and Sheng-Chun Lee (National Taiwan University, Taiwan), respectively. The anti-α-tubulin (#T9026, 1:5,000) and Flag (#F3165, 1:10,000) antibodies, anti-Flag^®^ M2 Affinity Gel (#A2220), Lipopolysaccharide (#L6529, LPS, *E. coli* 055: B5), actinomycin D (#A9451), MG132 (#C2211), BMS-345541 (IKK inhibitor, #B9935), and DMSO (#D2650) were purchased from Sigma-Aldrich (St. Louis, MO). Macrophage colony-stimulating factor (M-CSF, #315-02) was from Peprotech (Rocky Hill, NJ). Puromycin (#P-600) and G-418 (#G-418) were purchased from Gold Biotechnology (St. Louis, MO). Poly(I:C) (#27-4732-01) and protein A-conjugated Sepharose (#17-0963-03) were obtained from GE Healthcare (Little Chalfont, UK). SB202190 (p38 inhibitor, #559388) and PD98059 (ENK inhibitor, #513001) were purchased from CalBiochem. R848 (#ALX-420-038-M025) was obtained from Enzo Life Science. CpG-1826 (#tlrl-1826) was obtained from Invivogen. SYBR Green II (#S7564) was obtained from Invitrogen (Carlsbad, CA). The secondary antibodies, Peroxidase-conjugated AffiniPure Goat Anti-Rabbit IgG (H + L, Cat. 111-035-003) and Peroxidase-conjugated AffiniPure Goat Anti-Mouse IgG (H + L, Cat. 115-035-003), were purchased from Jackson Immunoresearch (West Grove, PA).

### Mice

*Tut7*^−/−^ mice were generated by Clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9-mediated genomic editing system in the Transgenic Mouse Models Core Facility of the National Core Facility Program for Biotechnology. *Tut7*^+/−^ mice were generated by targeting two sgRNAs to the first and 26th introns of the *Tut7* gene on C57BL/6 genetic background. All animals were bred in the specific-pathogen-free animal facility. Mouse experiments were carried out in accordance with animal welfare guidelines and were approved by the Institutional Animal Care and Use Committee (IACUC) of the College of Medicine, National Taiwan University (approval no. 20150507).

### Cell cultures and preparation of bone marrow-derived macrophages

RAW 264.7 macrophages were cultured in RPMI 1640 (Gibco, Pittsburgh, PA) supplemented with 10% (vol/vol) heat-inactivated fetal bovine serum (FBS) and 100 U/ml penicillin/streptomycin. HEK293T and HEK 293 cells were cultured in DMEM containing 10% FBS and 100 U/ml penicillin/streptomycin. All cells were maintained at 37 °C in a humidified 5% CO_2_ atmosphere. BMDMs were prepared as previous description^5^. Briefly, femurs and tibia bones were collected from 6 to 8-week-old mice and bone marrow was flushed out with DMEM medium using a 25-gauge syringe. The bone marrow progenitor cells were harvested, and differentiated in high-glucose DMEM medium containing 20% L929 cell-conditioned medium for 7 days. Adherent BMDMs were collected and cultured in DMEM containing 10 ng/ml M-CSF overnight for further experiments.

### RNA extraction and Real-time quantitative RT-PCR

Total cellular RNA was isolated using NucleoZol (MACHEREY-NAGEL, Düren, Germany). One μg of total RNA was used to synthesize cDNA with the RevertAid H Minus First-Strand cDNA Synthesis Kit (Thermo Scientific, Rockford, IL) following the manufacturer’s instructions. The amount of cDNA was determined by Real-time quantitative PCR (RT-qPCR) using Maxima^®^ SYBR Green/Fluorescein qPCR Master Mix (#4367659, Thermo Scientific, Rockford, IL) according to the manufacturer’s instructions. All RT-qPCR values of interesting genes were normalized to cyclophilin A transcript as an internal control. All data were presented as fold-change relative to the unstimulated sample. The primer sequences are listed in Supplementary Table 5.

### shRNA-based gene silencing and lentiviral infection

Lentiviral short hairpin RNA (shRNA) constructs expressing shRNAs against mouse TUT7, TUT4, and Regnase-1 in pLKO-puro vector were obtained from the National RNAi Core Facility Platform at the Institute of Molecular Biology/Genomic Research Center, Academia Sinica, Taiwan. The target sequences are

5′-ATGACAGGTGCTGCCGAATTT-3′ for *Tut7* shRNA-a,

5′-CTGAGTTCTTCTACGAATTTA-3′ for *Tut7* shRNA-b,

5′-AGCGAGGCCACACAGATATTA-3′ for *Zc3h12a* shRNA-a,

5′-TATGGAATCAAGTGCCGATTT-3′ for *Zc3h12a* shRNA-b,

5′-GACAAACCGATTTCGAGAAAT-3′ for *Tut4* shRNA-a and

5′-ACACGTTTAGATAGCTTATTT-3′ for *Tut4* shRNA-b,

HEK293T cells were co-transfected with pLKO-shRNA, pMD.G and pCMVR8.91 plasmids using Turbofect (Fermentas, Schwerte, Germany) according to the manufacturer’s recommendations. Cultural medium containing the lentivirus was harvested 48 and 72 h after transfection. RAW 264.7 macrophages were infected overnight with lentiviruses in the presence of 8 μg/ml polybrene (Sigma-Aldrich, St. Louis, MO) to promote lentiviruses attachment to cells followed by culturing in fresh medium for another 24 h. The infected cells were selected in 5 μg/ml puromycin-containing medium until the uninfected cells were completely eliminated. The stable colonies were pooled for further experiments. *Tut7*^−/−^ bone marrow progenitors were infected with lentiviruses expressing *Zc3h12a* shRNA on days 1 and 2 of differentiation into macrophages as mentioned previously^52^. After 4 days, cell medium was changed to fresh L-929-conditioned medium and the cells were differentiated for 3 more days.

### mRNA stability assay

RAW 264.7 macrophages were challenged with 100 ng/ml LPS for 4 h, and then incubated with actinomycin D (5 μg/ml) for the indicated times. The cells were collected and total cellular RNAs were prepared for mRNA quantification by RT-qPCR as described above.

### Immunoblotting and immunoprecipitation

Cells were collected and lysed in cold All Purpose Buffer (APB, 0.05 M Tris, pH 7.5, 0.25 M NaCl, 3 mM EDTA, 3 mM EGTA, 1% Triton X-100, 0.5% NP-40, 1% glycerol, 20 mM NaF, 40 mM β-glycerophosphate, 2 mM DTT, 1 mM phenylmethylsulfonyl fluoride (PMSF), 2 mM p-nitrophenyl phosphate (p-NPP), 1 mM sodium orthovanadate, and protease inhibitor cocktail including 2 μg/ml aprotinin, 1 μg/ml benzamidine hydrochloride hydrate, 1 μg/ml pepstatin A, and 2 μg/ml leupeptins) followed by incubation on ice for 15 min. The cell lysates were harvested after centrifugation of cell mixtures, and protein concentrations were determined by the Bradford assay (Bio-Rad, Hercules, CA) according to the manufacturer’s instructions. Cellular extracts in 400 μl APB buffer were incubated with the appropriate antibody and Protein A-conjugated agarose beads overnight at 4 °C. The immunocomplexes were pelleted by centrifugation, washed three times with lysis buffer, and resuspended in SDS-polyacrylamide gel electrophoresis (SDS-PAGE) sample-loading buffer (50 mM Tris-HCl pH 6.8, 10% glycerol, 2% SDS, 1.25% β-mercaptoethanol, and 0.1% bromophenol blue). Protein samples were separated by SDS-PAGE, and transferred to the PVDF membranes. The PVDF membranes were incubated with the indicated primary antibody overnight at 4 °C, followed by incubation of HRP-conjugated secondary antibody for 1 h at 25 °C. The immunoreactive signals were detected using Western Lighting^®^ Plus-ECL (PerkinElmer, Waltham, MA) based on the manufacturer’s instructions.

### Dual-luciferase reporter and enzyme-linked immunosorbent assays

Cells were co-transfected with the indicated firefly luciferase reporter plasmid, pRL-TK-renilla luciferase plasmid, and TUT7 or empty control plasmid, and cultured for 48 h. Cells were harvested and lysed, and firefly and renilla luciferase activities were determined using the Dual-Luciferase reporter assay system (Promega, Madison, WI) according to the manufacturer’s instructions. The levels of cytokines in cultural supernatants were measured by DuoSet ELISA systems (R&D Systems, Minneapolis, MN) following the manufacturer’s instructions.

### In vitro transcription and In vitro uridylation

In vitro transcription was carried out by T7 RNA polymerase (Promega, Madison, WI) according to the manufacturer’s instructions. Briefly, 5 μg of linearized DNA template was incubated with 40 units T7 RNA polymerase in 100 μl reaction mixtures containing 40 mM Tris, pH 7.9, 6 mM MgCl_2_, 2 mM spermidine, 10 mM NaCl, 10 mM DTT, 2.5 mM NTP mix, 100 units RNase inhibitor, for 2 h at 37 °C. RNA transcripts were then purified by NucleoZol, precipitated with 100% isopropanol (Sigma-Aldrich, St. Louis, MO), and resolved in 10 μl RNase-free water. For in vitro uridylation assay, 1 μg in vitro synthesized RNAs were incubated with wild-type or enzyme-dead TUT7 immunoprecipitated from HEK293T cells transfected with TUT7 expression plasmids and α-^32^p-UTP for 1 h at 37 °C. RNA samples were separated on a 1% formaldehyde-agarose gel electrophoresis and visualized by SYBR Green II staining and radiography.

### RNA-immunoprecipitation

Cells were harvested and lysed in APB lysis buffer containing protease inhibitors and RNase inhibitor. 5% of cell lysates were kept as the inputs while remaining lysates were incubated with the appropriate antibody and Protein A-conjugated agarose beads for 4 h at 4 °C. The beads were pelleted and washed three times with APB containing RNase inhibitor. 5% of the beads were subjected to SDS-PAGE to validate the efficiency of the immunoprecipitation. The remaining beads and the inputs were resuspended in 200 μl NucleoZol for RNA extraction followed by RT-PCR and RT-qPCR as mentioned above. The primer sequences, *Zc3h12a*_3′-UTR Forward 5′-ATCACAGATAGCGGTCCCCA-3′, *Zc3h12a*_3′-UTR Reverse 5′-GGCAATAGCTTTTTTTTTCTTTTAA-3′, *Il6* Forward 5′-ACAAGAAAGACAAAGCCAGAGTC-3′, and *Il6* Reverse 5′-ATTGGAAATTGGGGTAGGAAG-3′, were used in RT-PCR and RT-qPCR.

### RNA sequencing

Total RNAs harvested from BMDMs were purified by Trizol and subjected to next-generation sequencing and data analysis (Changgong Biotechnology, Taipei, Taiwan) following the manufacturer’s instructions. Briefly, the total RNAs were isolated by poly-dT magnetic beads, fragmented, reverse transcribed using random primers, and synthesized the second strand using linkers containing barcoded to generate the cDNA libraries. The cDNA libraries were amplified by PCR for the indicated cycles and the specific size products were selected and purified before sequencing on an Illumina HiSeq PE150 for 75 nts of each read. Total of 4.45–11.8 million reads (Reads Per Kilo bases per Million reads, RPKMs) were obtained from each sample. RPKMs were compared to mouse RefSeq-RNA mm10 and quantitated using FANSe3 (Fast and Accurate mapping algorithm for Next-generation Sequencing, the 3rd generation^53,54^). The differential genes expression between control and LPS stimulation of each genotype (wild-type and *Tut7*^−/−^) was quantified using edgeR^55^ and FANSe3. To identify the differential genes expression in response to LPS, fold-change (>1.2X) and *t* tests (*p* value < 0.05) of *Tut7*^−/−^ BMDMs at 4 h after LPS treatment were compared to that of *Tut7*^+/+^ BMDMs. All detailed analysis was consulted by Next-generation Sequencing Analysis Cloud System (Chi-Cloud). The differentially expressed innate immune-related genes are listed in Supplementary Table 2 (downregulated genes) and Supplementary Table 3 (upregulated genes). The NCBI GEO accession number for this experiment in present paper is GSE136161.

### TAIL-Seq of specific genes

Total RNAs collected from BMDMs were purified by NucleoZol and subjected to 3′-linker ligation with adenylated linker-1, rRNA depletion, and cDNA library construction. Briefly, linker-1 (CTGTAGGCACCATCAAT) was firstly adenylated with Mth RNA ligase (#M2611A, New England BioLabs, Ipswich, MA), and adenylated linker-1 was ligated to the extracted RNAs. The 3′-linker-ligated RNAs were further depleted of rRNA by NEBNext^®^ rRNA Depletion Kit (E6310S, New England BioLabs, Ipswich, MA) and fragmented by RNase T1 (EN0541, Thermo Scientific, Rockford, IL). Ribosomal RNA-free transcripts were reversely transcribed using SuperScript™ III First-Strand Synthesis System (Thermo Scientific, Rockford, IL) with primer complement to linker-1 with partial illumina sequence (5′-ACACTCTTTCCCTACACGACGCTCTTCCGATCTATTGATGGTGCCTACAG-3′). The 3′ end of individual transcript was amplified with gene specific primer and primer complement to linker-1 (TTTAAATGAAAAAGGTTGACAAAATAAA for *Zc3h12a*-forward primer and TGTTTAGACTGTCTTCAAACAAATAAA for *Il6*-forward primer, and RT linker-1 for reverse primer). Then the second-run PCR was used to add all the necessary sequences that were required for illumine sequencing using Q5^®^ High-Fidelity DNA Polymerase (M0491S, New England BioLabs, Ipswich, MA). The amplified libraries were purified using 1X Sera-Mag Select magnetic beads (29343045, Cytiva/GE Healthcare, Little Chalfont, UK). The specific size (200–400 bps) products were selected, purified, and mixed with 20% (of total libraries) PhiX control library before sequencing on an Illumina HiSeq 2500 Rapid v2, Paired End 2*150 for 150 nts of each read. Total of 0.3–1.4 million reads were obtained from each sample. The reads were mapped to mouse RefSeq-RNA mm10 using HISAT2, and further analysis of *Zc3h12a* and *Il6* was trimmed by 5′ and 3′ Illumina adapter sequences and filtered using Filter FASTA program to filter out *Zc3h12a* and *Il6* by linker-1 sequence and the specific criteria (TTTAAATGAAAAAGGTTGACAAAATAAA for *Zc3h12a* and TGTTTAGACTGTCTTCAAACAAATAAA for *Il6*) on Galaxy bioinformatics online tool (https://usegalaxy.org/). The NCBI GEO accession number for this experiment in present paper is GSE164259. The oligonucleotides used in TAIL-Seq were listed in Supplementary Table 6.

### RNA electrophoretic mobility shift assay and competition assay

Cy3-labeled and non-labeled RNAs listed in Supplementary Table 7 were purchased from Genomics (New Taipei City, Taiwan). Seventy five fmole synthesized RNAs were incubated with immunopurified TUT7 from HEK293T cells at 37 °C for 30 min, and RNA samples were then mixed with RNA loading dye (1× TBE, 20% glycerol, 0.05% bromophenol blue) and separated on a 6% native PAGE, followed by detection of fluorescence signals from Cy3-fluorophore or SYBR Green II staining using the iBright FL1000 Imaging System (Invitrogen, Carlsbad, CA).

### Sequence alignment of TUT7 among different species

The human TUT7 orthologous proteins in 9 different species were aligned using the Clustal Omega program (Version 1.2.1) provided by EMBL-EBI (http://www.ebi.ac.uk/). The accession numbers for TUT7 proteins of different species are as follows: *Homo sapiens* (*H. sapiens*, NP_078893), *Pan troglodytes* (*P. troglodytes*, XP_001138296), *Bos Taurus* (*B. Taurus*, NP_001192681), *Mus musculus* (*M. musculus*, NP_705766), *Rattus norvegicus* (*R. norvegicus*, XP_006253595), *Gallus gallus* (*G. gallus*, NP_001258876), *Xenopus tropicalis* (*X. tropicalis*, XP_002935025), *Danio rerio* (*D. rerio*, XP_009300328), *Caenorhabditis elegans* (*C. elegans*, NP_498099), and *Schizosaccharomyces pombe* (*S. pombe*, NP_594901), all of which were adopted from the NCBI database (http://www.ncbi.nlm.nih.gov/).

### Cytosolic and nuclear fractionation

RAW 264.7 cells stimulated with or without 100 ng/ml LPS were washed once with cold PBS and lysed in 100-200 μl nuclear fractionation buffer A (10 mM HEPES, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, 0.05% NP-40, pH 7.9, 1 mM PMSF, 2 mM p-NPP, 1 mM Na_3_VO_4_, and 1× protease inhibitor cocktail). The cells were left on ice for 15 min, and then pelleted at 3,500 xg for 10 min at 4 °C. The supernatants were recovered as the cytosolic fraction. The pellets were then washed twice with 200 μl Nuclear Fractionation Buffer A and resuspended in 50-80 μl nuclear fractionation buffer B (5 mM HEPES, 1.5 mM MgCl_2_, 300 mM NaCl, 0.2 mM EDTA, 0.5 mM DTT, 26% glycerol, pH 7.9, 1 mM PMSF, 2 mM p-NPP, 1 mM Na_3_VO_4_, 1X protease inhibitor cocktail) followed by sonication (Branson sonifer 205) using three 30 s bursts separated by 1 min intervals and incubation on ice for 30 min. The lysates were pelleted at 21,000  x*g* for 20 min at 4 °C and the supernatants were collected as the nuclear fraction.

### The endotoxemia mouse model

8-week-old male *Tut7*^+/+^ and *Tut7*^−/−^ mice were injected intraperitoneally with 50 μg/kg LPS. Whole blood samples were collected at 2 h after LPS challenge, and cytokines in sera were measured using ELISA.

### Statistical analysis

The results are presented as mean ± SD. The differences between two groups were determined by two-tailed Student’s *t* test. The exact *p* values are shown in the figures if *p* is <0.05, which is considered statistically significant.

## Supplementary information

Supplementary information

Peer Review File

## Data Availability

RNA-Seq and TAIL-Seq data have been deposited into NCBI GEO under the accession number GSE136161 and GSE164259, respectively. The datasets of LPS-induced BMDMs and RAW 264.7 cells were obtained from GEO with the accession number of GDS5623. The data that support the findings of this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

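The data are 8 RNA sequencing libraries of mouse BMDMs, with 2 libraries each for untreated wild-type, LPS-treated wild-type, untreated *Tut7*-/- and LPS-treated *Tut7*-/- cells. The groups were taken from the sample labels, and the dose and time of LPS from the legend of Fig. 1g. The authors selected poly(A) RNA, sequenced it as paired reads of 75 nt, mapped the reads to mouse RefSeq RNA of mm10 and counted them with FANSe3. In the deposited table the authors give the values as raw read counts and as RPKM for each gene symbol. The counts are whole numbers with a different total in each library, and the RPKM are proportional to the counts of the same gene. The submitters' processing notes name edgeR and mm10 without a version of edgeR. A second sheet that repeats the RPKM was not used. The TAIL-Seq, RT-qPCR, protein and animal experiments were not analysed here.

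Raw counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 4 groups, which left 11501 of 24539 genes. Libraries were scaled by TMM, and a robust quasi-likelihood model with 1 coefficient per group was fitted to all 8 libraries, with 4 residual degrees of freedom and a biological coefficient of variation of 18.5%. The comparisons were genotype with and without LPS, LPS in each genotype, and the difference between the LPS responses of the genotypes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Counts at the thresholds of the Fig. 1g legend used an unadjusted p under 0.05 and an absolute log2 fold change over 0.2 in the same model, and the fold change over 1.2 of the methods was run as an alternative. A fold over a group with 0 counts is not given.

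The libraries held 3767900 to 9394632 counts. The 20 genes with the most counts took 13.1% to 21.3% of a library. Pearson correlations of log2 CPM between the 2 libraries of a group were 0.981 for untreated wild-type, 0.98 for LPS-treated wild-type, 0.969 for untreated *Tut7*-/- and 0.988 for LPS-treated *Tut7*-/- cells, and no 2 libraries were identical. In the same order of groups, the SD of the log2 CPM difference between the 2 libraries was 0.442, 0.558, 0.646 and 0.422. A chi-square statistic per gene, which measures spread beyond random sampling of reads and grows with depth, was 20.2, 2.47, 41.1 and 6.48. The spread thus differed between groups, while the model shares 1 estimate. The pipeline was tested on simulated data with known changes.

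33 gene lists with 543 genes were written down from general knowledge, of which 453 genes were tested, and 29 lists had at least 3 tested genes for a set test. Set tests were camera with a preset correlation of 0.01, camera with an estimated correlation, and fry, all from limma 3.58.1. For each list, members were counted at an adjusted p over all genes and over the list alone. The genes named in the text are those the paper names for the RNA sequencing or measures in macrophages, the genes with the largest and smallest log2 fold changes among those called in each comparison, and called members of the lists. Genes named outside this rule are marked where they appear, and some genes that the rule names are not reported here. Gene positions are those of the RefSeq annotation of mm10.

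The alternatives were DESeq2's size factors, library size without TMM, the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, a fit of only the 4 libraries of a comparison, edgeR's exact test on those 4 libraries, the replicate number as a block, limma on log2(RPKM + 1) and log2(RPKM + 0.1), and leaving out each library in turn. In the last case the lone library of a group is assumed to vary like the other groups. Leaving out both untreated *Tut7*-/- libraries, and a correction for transcript length and GC content by a spline with 5 degrees of freedom for each library, were added after the data were seen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.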

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

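The tests of length and GC content as a part of the cause, of genotype or culture, of depth after TMM scaling, and of a single stromal cell type by simulation, and the correction for length and GC content, were chosen after the results were seen. The paper's text does not report the comparison of untreated *Tut7*-/- with untreated wild-type BMDMs and does not name the genes listed last, and its Supplementary Tables 2 and 3 were not used here.

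Untreated *Tut7*-/- and wild-type BMDMs differed in 4259 genes, against 161 after LPS, a ratio of 26.5. In that fit all 8 libraries share 1 estimate of the spread. A chi-square statistic per gene between the 2 libraries of a group was 20.2 (untreated wild-type) and 41.1 (untreated *Tut7*-/-). With LPS it was 2.47 (wild-type) and 6.48 (*Tut7*-/-). The SD of the log2 difference, 0.442 and 0.646 without and 0.558 and 0.422 with LPS, did not part the groups in this way. In fits of only the 4 libraries of each comparison the numbers were 2691 and 1714, and with edgeR's exact test 2831 and 1825. The gap was thus far smaller when each comparison was fitted on its own libraries. Libraries thinned to equal totals gave a ratio of 23.1, and libraries thinned to equal totals after TMM scaling gave 17.6 (3438 and 195 genes), which argues against library depth as the whole cause. Transcript length and GC content took up 43% of the variance of the fold change across genes without LPS and 3.3% with LPS, so they may be a part of the cause. Between the 2 replicates of a group they took up 31% (untreated wild-type), 33% (untreated *Tut7*-/-), 1.2% (LPS-treated wild-type) and 9.8% (LPS-treated *Tut7*-/-). After correction the ratio was 5.11 (2643 against 517 genes), with fewer genes called without LPS and more with LPS. The difference that they leave cannot be told apart from genotype or culture. A single library stays open too, because the ratio cannot decide it. The ratio was 4.36 without untreated *Tut7*-/- replicate 1 and 8.59 without replicate 2, but each of these fits also called more genes with LPS. Leaving out both untreated *Tut7*-/- libraries, a fit chosen after the data were seen, gave 716 genes with LPS. The number of genes without LPS rose without untreated *Tut7*-/- replicate 2 and fell without either untreated wild-type library. The genotype effects without and with LPS correlated across genes (Spearman's rho 0.377, genes not being independent), which genotype and culture would both give.

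Stromal markers were lower in LPS-treated *Tut7*-/- BMDMs, with 7 of 12 called, and 12 of 12 had a negative fold change with LPS and 11 of 12 without. After the correction for length and GC content 8 were called lower, which argues against sequence composition. Loss of a single stromal cell type in 1 proportion would lower all of them alike, but their log2 fold changes ran from −3.48 to −0.726 around a weighted mean of −1.84, a heterogeneity statistic Q of 50, against a highest of 19.3 in 100 simulated sets of libraries with 1 shared fold change. The most abundant, *Cav1*, is also labelled in Fig. 1g. It rose with LPS from 4.51 to 633 CPM in wild-type and from 2.12 to 246 CPM in *Tut7*-/- cells, while *Acta2* was at 23.1 and 26.7 CPM in wild-type cells. Listed genes that LPS raises or that macrophages also express could widen this spread, so Q cannot decide against loss of a single type. Fewer cells of 1 or several stromal types, and lower expression within macrophages, stay open, and no sort or gate is described that would remove stromal cells.

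The LPS response differed between the genotypes for 517 genes by the test of the difference itself. Its largest differences on the log2 scale were taken among genes with more than 3 counts summed over the libraries of each group. On the higher side in *Tut7*-/- cells they were 4.09 for *Zbtb26*, 3.59 for *Zfp329* and 3.55 for *Ccdc191*. These 3 had few counts in untreated *Tut7*-/- cells, at 0.477 ± 0.327, 0.443 ± 0.626 and 1.14 ± 0.394 CPM (SD over the libraries). On the lower side they were −3.18 for *Vcam1*, −3.00 for *Rhob*, −2.54 for *Nuak1* and −2.38 for *Cxcr3*. Among genes that the paper's text does not name, those most higher in LPS-treated *Tut7*-/- than wild-type BMDMs were *Cd300lb* (log2 fold change 2.32), *Siglecf* (2.28), *Lhfpl2* (2.09), *Tmigd3* (2.03), *F10* (2.00), *Ctns* (2.00), *Fnip2* (1.99), *Lrrc27* (1.98) and *Cmklr1* (1.95). Those most lower were *Etohd2* (−3.74), *Acta2* (−3.48), *Cxcl1* (−3.21), *Col1a1* (−2.53), *Col1a2* (−2.44), *Plat* (−2.43), *Cxcl3* (−2.38), *Hspbap1* (−2.30) and *Cald1* (−2.26). Of these, *Etohd2*, *Acta2*, *Cxcl1*, *Col1a2*, *Plat*, *Cxcl3* and *Hspbap1* passed in each fit that leaves out 1 LPS library, and each of the others lost its call in at least 1 of these fits.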

How the results depend on the processing

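Leaving out the untreated *Tut7*-/- libraries and the correction for length and GC content were chosen after the data were seen, and the other alternatives before. Where no cause is named, the cause was not tested. *Tut7* was lower in *Tut7*-/- cells under each alternative (log2 fold change −6.59 to −6.44 with 1 library left out). Of 7701 alternative values of named genes, 6755 kept direction and call, 799 lost the call, 125 gained it and 22 changed sign. For genotype after LPS, 643 of 870 kept both and none changed sign, and 111 of the 157 lost calls came from leaving out a library, which leaves fewer samples.

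For genotype after LPS, 161 genes became 80 by library size, 278 with DESeq2, 377 without a filter, 86 with at least 10 counts in every library (fewer genes tested), 1714 in a fit of 4 libraries, 1825 with the exact test, 99 with limma on log2(RPKM + 0.1), 716 without the untreated *Tut7*-/- libraries (all 161 among them), 517 with the length and GC correction (159 among them) and 14 to 32 with 1 library left out. Without LPS, 4259 genes became 2691 in a fit of 4 libraries, 2831 with the exact test, 2643 with the length and GC correction and 1657 to 6308 with 1 library left out; library size gave 322 higher and 2980 lower, against 1707 and 2552, and moved the median log2 fold change of all tested genes by −0.28. LPS in wild-type cells gave 4863 to 5601 genes and in *Tut7*-/- cells 6297 to 8299 with 1 library left out. For the difference between responses, 517 became 241 with DESeq2's size factors, 1355 without a filter, 185 with at least 10 counts, 1351 with limma on log2(RPKM + 1), 292 with the correction and 1 to 3460 with 1 library left out, and library size moved the median by 0.27.

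At the Fig. 1g thresholds, 1480 genes differed by genotype after LPS (831 higher and 649 lower, against 554 and 883 with DESeq2's size factors). They became 161 at an adjusted p, 2980 in a fit of 4 libraries, 2984 with the exact test and 697 to 1042 with 1 library left out. The 1151 genes that also changed with LPS became 603 when only genes raised by LPS were taken, 2309 and 2322 in the fits of 4 libraries, 1728 without the untreated *Tut7*-/- libraries and 527 to 1068 with 1 library left out.

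Of the gene lists, 11 were called for genotype after LPS (4 with an estimated correlation, 9 to 12 with 1 library left out), 8 without LPS (0 with an estimated correlation, 15 with fry, 4 to 8), 11 for LPS in wild-type cells (6 and 24, 11 in each fit) and 7 for the difference between responses (0 with an estimated correlation, 0 with fry, 5 to 8). The correlation across genes of the genotype effects with and without LPS was 0.306, with 0.68 over called genes only, 0.426 with at least 10 counts and 0.18 to 0.343 with 1 library left out.

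Signs changed with the length and GC correction for *Zcchc11* (0.62), *Ebi3* (−0.00849) and *Tnip3* (0.037) by genotype without LPS, and for *Hmgb2* (−1.23), *Rab43* (0.61), *C1qa* (0.27), *C3ar1* (−0.34) and *Mrc1* (−0.19) by LPS in *Tut7*-/- cells. For LPS in wild-type cells they changed by library size, limma on log2(RPKM + 1) and limma on log2(RPKM + 0.1) for *H2-Ab1* (−0.13, −0.10 and −0.10), *H2-Aa* (−0.70, −0.68 and −0.68), *Ly86* (−0.26, −0.25 and −0.25) and *Agtpbp1* (−0.046, −0.0292 and −0.0336). For the difference between responses, limma on log2(RPKM + 1) changed the sign for *Il6* (−1.80) and *Ccl17* (−1.21), which had 0 counts in untreated *Tut7*-/- cells.

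With the replicate number as a block, 177 genes differed by genotype after LPS and 4403 without. Whether the numbers pair the libraries is not known. Residuals of equal numbers correlated at −0.2 between untreated and LPS-treated *Tut7*-/- cells and at −0.0053 between untreated and LPS-treated wild-type cells. Between the untreated genotypes they correlated at 0.31, which leaves an effect shared by equal numbers open there.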

Differences from the paper's values

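Joining the 9 immune lists was chosen after the values were seen. The paper gives 352 TUT7-modulated genes among those it calls LPS-induced, and 1151 genes passed here at the thresholds of the Fig. 1g legend in both comparisons, with LPS-changed genes in either direction taken as LPS-induced. Of 20 alternatives set before the data were examined, 1 came within 1.5 times of the paper's number, leaving out LPS-treated *Tut7*-/- replicate 2 (527), and the other 19 ranged from 603 to 2322. The value of 603 counts only genes raised by LPS. For the LPS-changed genes themselves, the paper's 7637 stood beside 7094 here (7636 with edgeR's exact test on the 4 wild-type libraries).

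The discussion gives the larger set of innate immune genes as raised and the smaller as lowered by loss of TUT7, the reverse of the results and of the legend of Fig. 1g. Of the 18 genes labelled in Fig. 1g, 12 were lower and 6 higher in *Tut7*-/- cells here, as in the plot, and 18 passed its thresholds (10 at an adjusted p under 0.05). Among the 154 tested genes of 9 immune lists, 29 were lower and 12 higher at those thresholds.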

Other observations

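The immune lists joined, the sets counted after the length and GC correction and the fit without the untreated *Tut7*-/- libraries were chosen after the results were seen. Without LPS, several groups of genes differed between *Tut7*-/- and wild-type BMDMs. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 of 23 lysosomal genes were higher and none was lower, and 15 were higher after the correction for transcript length and GC content. Of 13 macrophage markers, 7 were higher and 1 lower (6 and 1 after the correction), among them the lipid carrier *Apoe* at a log2 fold change of 1.38. In the same comparison 8 of 12 stromal markers were lower and none was higher (7 lower after the correction). Of 17 glycolysis genes 12 were higher and none was lower, but 4 were higher after the correction, and of 32 genes of RNA tailing and decay 14 were lower and 2 higher, but 5 and 5 after the correction. *Mfge8* had a log2 fold change of 2.30 and the osteoclast phosphatase *Acp5* 2.79, while *Ccr2* was at −3.11. As sets, the lysosome, macrophage, glycolysis and RNA decay lists were called by camera with the preset correlation, and for each of the 4 lists adjusted p = 0.65 with an estimated correlation. Camera with the preset correlation also called 2 lists higher that were set as signs of RNA composition and of handling. These are ribosomal proteins (adjusted p = 0.00066, 0.78 with an estimated correlation) and early response and stress genes (0.045 and 0.65). Ribosomal protein genes took 5.74% and 3.6% of counts in the untreated *Tut7*-/- libraries and 4.8% and 3.26% in the untreated wild-type ones.

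The genotype effects with and without LPS overlapped. Of the 161 genes that differed after LPS, 137 had the same sign without LPS, and 90 were called in both comparisons, 86 of them with the same sign. Of these, 35 were higher in both (10.7 if the calls were independent) and 51 lower in both (19.7 if independent). The 2 comparisons share no library, but they share the model's estimate of each gene's spread, so the calls are not independent. Both fold changes also rose with GC content (Spearman's rho 0.68 without LPS and 0.22 with LPS).

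The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were lower in untreated *Tut7*-/- BMDMs (log2 fold changes −2.40, −2.38, −2.21 and −1.65), 3 of the 4 after the correction. The other gene of this sex-linked list, *Xist*, did not pass the filter on low counts, and the labels give males for all samples. After LPS none of the 4 passed edgeR's quasi-likelihood test, 1 was lower at an unadjusted p under 0.05, DESeq2 and limma called none, the exact test of edgeR called 3 lower, and 1 was lower without the untreated *Tut7*-/- libraries. Within *Tut7*-/- cells *Eif2s3y* rose with LPS from 7.12 to 47.2 CPM.

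Several genes that the paper follows in macrophages had the values below in the sequenced libraries, and some differ from what it reports. By RT-qPCR in LPS-treated *Tut7*-/- BMDMs, it reports more *Zc3h12a*, less *Il1b* and unaltered *Tnf* and *Nfkbia*. It also reports similar TUT4 mRNA in TUT7-silenced and control cells, and states that TLR4 activation raises TUT7 but not TUT4. The silenced cells are a knockdown, unlike the knockout BMDMs sequenced here. The statement on TLR4 activation does not say whether mRNA or protein is meant, and the values below are mRNA. The RT-qPCR covered several times, given as fold changes relative to unstimulated cells. The libraries cover 1 time of 4 h, and levels after LPS are compared here. The paper also reports more Regnase-1 protein in these BMDMs and a longer *Zc3h12a* half-life in knockdown macrophages. It further reports less uridylation of *Zc3h12a* in LPS-treated *Tut7*-/- BMDMs, and read counts measure none of these. *Tut7* (*Zcchc6*) rose with LPS in wild-type BMDMs from 50.5 ± 4.9 to 244 ± 12.9 CPM (log2 fold change 2.27, standard error 0.2, adjusted p = 1.8e-07), and *Tut4* (*Zcchc11*) had a log2 fold change of 2.24 and *Zc3h12a* of 3.10. In LPS-treated *Tut7*-/- against wild-type BMDMs, *Zc3h12a* was at 264 ± 45.5 against 238 ± 14.4 CPM (log2 fold change 0.15, standard error 0.217, adjusted p = 0.83, 0.8 to 1 over 16 alternatives). *Zc3h12c* was at −0.60 (adjusted p = 0.42), *Il1b* at −0.62 (adjusted p = 0.17), *Tnf* at −0.58 (adjusted p = 0.19) and *Nfkbia* at −0.01 (adjusted p = 0.99). *Zcchc11* was at 36.4 CPM in *Tut7*-/- and 72.7 CPM in wild-type cells (adjusted p = 0.065 from edgeR's quasi-likelihood test). It passed in 7 of 16 alternatives, *Tnf* in 5 of 16, *Il1b* in 4 of 16 and *Zc3h12c* in 3 of 15. In these libraries *Zc3h12a* was not called higher, *Tut4* mRNA was higher after LPS, and *Il1b* and *Tnf* moved by similar amounts. Without the untreated *Tut7*-/- libraries *Il1b* and *Tnf* passed (adjusted p = 0.0037 and 0.0059).

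DNA of another origin around the edited locus could give differences on chromosome 13, and the genes called after LPS were tested for it. With *Tut7* itself left out, 4 of 159 called genes with a position lay on chromosome 13 (2.52%), against 425 of 11472 tested genes (3.7%), a ratio of 0.679 (Fisher's exact test, p = 0.67), so the chromosome held no surplus of called genes.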
